# Fractional 2′-O-methylation in the ribosomal RNA of *Dictyostelium discoideum* supports ribosome heterogeneity in Amoebozoa

**DOI:** 10.1038/s41598-022-05447-w

**Published:** 2022-02-04

**Authors:** Jan Diesend, Ulf Birkedal, Jonas Kjellin, Jingwen Zhang, Kim Philipp Jablonski, Fredrik Söderbom, Henrik Nielsen, Christian Hammann

**Keywords:** Biochemistry, Chemical biology

## Abstract

A hallmark of ribosomal RNA (rRNA) are 2′-*O*-methyl groups that are introduced sequence specifically by box C/D small nucleolar RNAs (snoRNAs) in ribonucleoprotein particles. Most data on this chemical modification and its impact on RNA folding and stability are derived from organisms of the Opisthokonta supergroup. Using bioinformatics and RNA-seq data, we identify 30 novel box C/D snoRNAs in *Dictyostelium discoideum*, many of which are differentially expressed during the multicellular development of the amoeba. By applying RiboMeth-seq, we find 49 positions in the 17S and 26S rRNA 2′-O-methylated. Several of these nucleotides are substoichiometrically modified, with one displaying dynamic modification levels during development. Using homology-based models for the *D. discoideum* rRNA secondary structures, we localize many modified nucleotides in the vicinity of the ribosomal A, P and E sites. For most modified positions, a guiding box C/D snoRNA could be identified, allowing to determine idiosyncratic features of the snoRNA/rRNA interactions in the amoeba. Our data from *D. discoideum* represents the first evidence for ribosome heterogeneity in the Amoebozoa supergroup, allowing to suggest that it is a common feature of all eukaryotes.

## Introduction

Early on, the peptidyltransferase reaction of the ribosome was shown to be resistant to protein degradative treatment^1^. This first indication for rRNA as the catalytic entity in protein biosynthesis, rather than proteins, was subsequently confirmed by ground-breaking and highly decorated crystallographic work^2–4^. Maturation of ribosomes is amongst the most complex cellular processes and requires about 200 facilitating proteins, as reviewed recently^5^. Amongst many other processes, the introduction of post-transcriptional, covalent modifications in rRNA is of utmost importance for ribosome biogenesis and function, as summarized in Ref.^6^. The most prominent nucleotide modifications in rRNA are 2′-*O*-ribose methylation (2′-*O*-Me) and pseudouridylation (Ψ) that are introduced site-specifically. These modifications are thought to be important for RNA folding, ribosome stability and translational fidelity^7–9^. In recent years, a specialization of ribosomes in response to environmental changes and/or developmental processes has been suggested, with substoichiometric chemical modifications being implicated as a major source of ribosome heterogeneity^6,10^. As such, examples for fractional rRNA modifications are found in various species, including *Saccharomyces cerevisiae*, where 18 positions are modified in less than 85% of the ribosomal population^11^, and also approximately a third of the 2′-*O*-Me positions in rRNA of *Homo* *sapiens* are found hypomodified^12^. Recently, altered 2′-*O*-Me levels were also discovered during the development of *Danio rerio*^13^. Functionally, ribosome heterogeneity has been proposed to constitute a fine-tuning mechanism for translational activity of an unknown subset of mRNAs^14,15^.

Ribose methylations and pseudouridylations in eukaryotes are introduced in rRNA site-specifically by small nucleolar ribonucleoprotein particles (snoRNPs), as summarized recently^6,10,16^. They come in two flavors: H/ACA snoRNPs catalyze the conversion of uridine to Ψ, while box C/D snoRNPs introduce methyl groups at the 2′-hydroxyl of ribose residues^17,18^. For each class of snoRNPs, a conserved and distinct set of four proteins form the catalytic complex, of which dyskerin in the H/ACA snoRNPs isomerizes uridine^19^, while fibrillarin in box C/D snoRNPs acts as the methyltransferase on 2′-hydroxyl groups^20^. The rRNA target positions are defined by the individual snoRNA components of the RNPs. For both classes, specific base pairing patterns define the nucleotide to be modified. In the following, we briefly summarize the interaction of box C/D snoRNAs with rRNA and refer for H/ACA snoRNAs to two recent excellent reviews^6,10^. Box C/D snoRNAs possess conserved box C (5′-RUGAUGA-3′) and box D (5′-CUGA-3′) motifs that are essential for their structure, function and biogenesis (Fig. 1), as well as less conserved box C′ and box D′ motifs^21–23^. Nucleotides of the box C and box D motifs interact with each other, forming a kink-turn, and similar, but weaker interactions may also occur between nucleotides of the box C′ and box D′ motifs. The intramolecular base pairs of box C and box D motifs are essential for snoRNA processing and the snoRNP structure. Immediately upstream of the D and/or D′ box are antisense elements that base pair with the rRNA target and thereby direct fibrillarin to its site of action. In an archaeal model for box C/D sRNPs, the substrate-binding channel of the complex accommodates 10 base pairs of the snoRNA/rRNA duplex^24^. Methylation occurs at the 2′-hydroxyl of the nucleotide base paired to the 5th nucleotide upstream of the D or D′ box in an *S*-adenosylmethionine (SAM)-dependent reaction^20,25,26^. Since both, the D and D′ box can potentially guide 2′-*O*-Me with their antisense elements, these snoRNAs can guide in principle two sites in rRNA. Furthermore, a reorientation of the box C/D snoRNA inside the snoRNP complex might lead to alternative base pairing, increasing the target number of a given snoRNA even further^27,28^.

**Figure 1:**
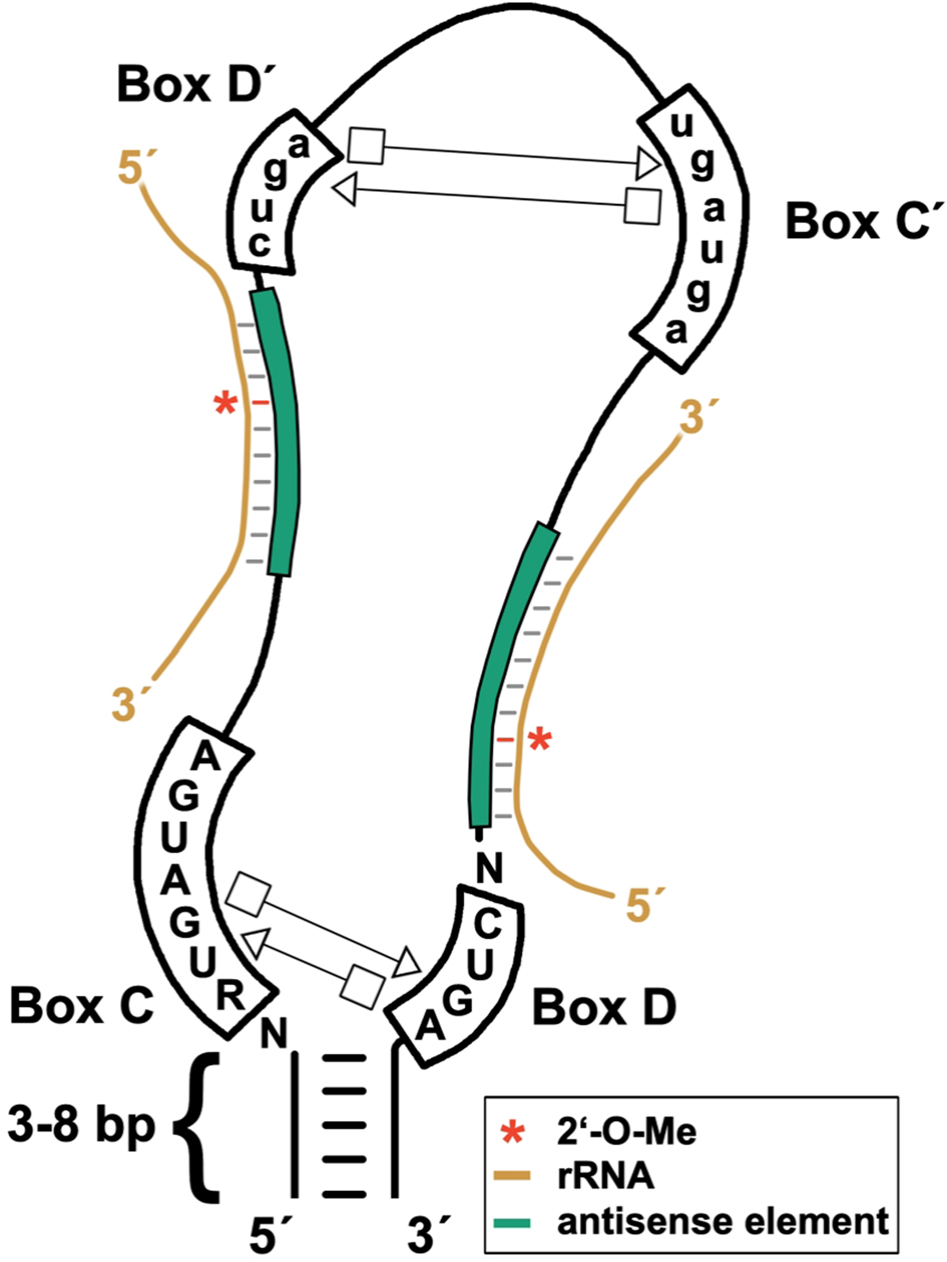
Features of box C/D snoRNAs. Conserved residues of boxes C and D are shown. They interact to form a functionally important k-turn by means of *trans* Hoogsteen/sugar-edge A•G base pairs, shown in conventional Leontis–Westhof symbols^75^. The guiding sequences (“antisense element”; green) is upstream of the D box with methylation occurring in rRNA at the position pairing to the 5th nucleotide upstream of the D box (indicated with a red asterisk). Base pairing with rRNA (beige) is schematically shown. Boxes C′ and D′ are usually less well conserved (indicated by small lettering). The separate antisense sequence upstream of box D′, allows guidance to a further methylation site.

While a substantial amount of data on rRNA modifications by snoRNPs is available from organisms of the evolutionary supergroups of Opisthokonta and Archaeplastida^11–13,29,30^, information for the Amoebozoa supergroup remains scarce. *Dictyostelium discoideum* is a well-established model organism and arguably the best studied organism of the Amoebozoa^31^. A wide spectrum of experimental tools has been established for the amoeba^32^, and these are frequently used to study mechanisms governing cell motility, autophagy, social evolution (reviewed in Ref.^33^), mobile genetic elements^34^, and their domestication by the RNA interference (RNAi) machinery^35–37^. *D.* *discoideum* single cells usually propagate by mitotic division; upon starvation, however, a complex developmental process is initiated, in which about 100,000 cells aggregate to form a multicellular mobile slug after 16 h, resulting in a fruiting body within 24 h^38^. This allows to study fundamental developmental processes in the amoeba.

In most metazoans, the genes for the rRNAs are organized in rDNA clusters, an arrangement that is thought to facilitate efficient rRNA transcription. Such rDNA clusters exist also in *D. discoideum*, however, they are not encoded in chromosomes but localized on extrachromosomal elements^39,40^. Each nucleus contains about 100 copies of these elements of 88 kb, that each feature two rRNA transcription units organized as palindromes^41^. A first model for the processing of rRNAs from the primary 37S transcript in the amoeba has been proposed, and sequences of the mature rRNAs in *D. discoideum* were determined experimentally^42^. Earlier work has identified several box C/D snoRNAs in *D. discoideum*, and verified a function in rRNA 2′-O-methylation^43^. The study employed a shotgun cloning approach to identify novel non-coding RNAs (ncRNAs) in *D. discoideum*. This work led also to the discovery of the functionally important Class I RNAs, which recently were shown to be involved in the evolution of multicellularity in Dictyostelia^44^. Next to these, sequencing of cloned fragments yielded 17 box C/D and one box H/ACA snoRNA(s) in *D. discoideum*, besides other ncRNAs.

Owing to these observations, we set out here to elucidate the global 2′-*O*-Me pattern(s) in the amoeba. Employing RiboMeth-seq (RMS)^11^, we created a comprehensive map of the 2′-*O*-Me sites in *Dictyostelium*’s 17S and 26S rRNAs. We thereby positioned methylated residues in functional important parts of the rRNAs, for which we have determined sequence homology-based models of their secondary structures. Further, we also have identified bioinformatically and validated experimentally additional box C/D snoRNAs with which we can at large explain methylated rRNA positions in the amoeba.

## Methods

### Cell culture and growth conditions of *D. discoideum*

The *D. discoideum* strains AX2^45^ and *∆drnB*^46^ were cultivated in HL5 medium containing 50 μg/mL ampicillin, 250 ng/mL amphotericin, 500 U/mL penicillin/streptomycin at 22 °C in shaking suspension.

### Filter development of *D. discoideum*

Filter development was performed using 5 × 10^8^ of axenically grown *D. discoideum* cells pelleted for 5 min at 500×*g* and washed three times with Sørensen buffer [2 mM Na_2_HPO_4_, 15 mM KH_2_PO_4_, (pH 6.7)]. The pellet was resuspended in Sørensen buffer and transferred in a 6-cm dish containing two layers of Whatman^®^ paper topped off with a nitrocellulose membrane. After 16 h, the slugs were harvested by washing the nitrocellulose membrane with Sørensen buffer and spun down by centrifugation at 500×*g* for 5 min. RNA was isolated from the resulting pellet.

### Resources for RNA-seq datasets

RNA-seq datasets of AX2 and *∆drnB* in axenic growth and slug stage of development were acquired from the sequence read archive (https://www.ncbi.nlm.nih.gov/sra) and used for RNA-seq validation of box C/D snoRNA candidates and expression analysis. Accession numbers of the utilized data sets can be found in Supplementary Table S1. Sample preparation and sequencing was described in Liao et al.^47^.

### In silico identification and validation of box C/D snoRNA candidates

The genomic sequences were retrieved from Dictybase (www.dictybase.org) and the sequences of the 17S and 26S rRNA^42^ were retrieved from GenBank (www.ncbi.nlm.nih.gov/genbank/; Accession numbers are listed in Supplementary Table S3). The identification of box C/D snoRNA candidates in *D. discoideum* was performed using snoScan v. 0.9.1^48^ with threshold settings (− C 0 − D 0 − X 0) disabled. Candidates with a combined box C and box D score higher than 9 and a box C-D distance between 50 and 100 nt were selected for RNA-seq validation. Sequencing reads from the axenic AX2 dataset were aligned to the genomic coordinates ± 150 bp using bowtie v. 1.2.3^49^ allowing for one mismatch. Box C/D snoRNAs were considered validated, if reads specifically matched the predicted loci and read coverage calculated with BEDTools coverage v. 2.29.2^50^ indicated a distinct 5′ end, yielding an expression score of 15. Box C/D snoRNA candidates lacking expression or a distinct 5′ end received a penalty of − 15. All scores were combined into a classifier score containing C/D box scores, terminal stem score, Box C–D distance score, and the expression score (Supplementary Fig. S1). If a total classifier score of 29 or higher was achieved, the candidate was considered to be an expressed *bona fide* box C/D snoRNA and kept for further analyses and assignment to the predicted ribosomal 2′-*O*-Me pattern.

### RNA-seq analysis of box C/D snoRNAs in development

Reads were aligned using bowtie v. 1.2.3^49^ allowing for one mismatch and counted with featureCounts v. 2.0.0^51^. Between-sample normalization was done by DEseq2 v. 1.29.6^52^. P-values were adjusted using the false discovery rate (FDR) method. Principal component analysis was performed on DESeq2-normalized reads using R-stats v. 4.0.0 and visualized with R-ggplot2 v. 3.3.2. The heatmap of log_2_ fold-change of box C/D snoRNAs was generated using ComplexHeatmap v. 2.5.3^53^.

### Radiolabeling of DNA oligonucleotides

DNA oligonucleotides were purchased from Merck and are listed in Supplementary Table S2. For primer extension and northern blot analysis, 10 pmol oligonucleotide was 5′-end-labeled by incubation with 10 U T4 polynucleotide kinase (Fermentas) for 30 min at 37 °C in 50 mM Tris–HCl (pH 7.6), 10 mM MgCl_2_, 5 mM DTT, 100 µM spermidine, and 0.37 MBq [γ-^32^P]-ATP. The reaction was stopped at 80 °C for 5 min, the radiolabeled oligonucleotides were phenol/chloroform-extracted and purified using a Sephadex G50 (GE Healthcare) column.

### RNA extraction

RNA was isolated from 2 × 10^7^ axenically grown *D. discoideum* cells washed with pre-cooled Sørensen buffer [2 mM Na_2_HPO_4_, 15 mM KH_2_PO_4_, (pH 6.7)]. Cells were pelleted and resuspended in TRIzol reagent (Invitrogen) containing 10 mM EDTA (pH 8.0). RNA was extracted according to the manufacturer’s instructions. RNA concentration was determined spectrophotometrically.

### Primer extension

For primer extension, a box C/D snoRNA-specific 5′-radiolabeled oligonucleotide was annealed to 4 µg RNA at 65 °C for 5 min and cooled for at least 1 min on ice. Upon annealing, 1× SuperScript IV buffer (ThermoFisher Scientific, Inc.), 1 mM dNTP mix, 5 µM DTT, 40 U RiboLock RNase Inhibitor (ThermoFisher Scientific, Inc.) and 50 U SuperScript IV Reverse Transcriptase (ThermoFisher Scientific, Inc.) were added. The reaction was incubated at 55 °C for 30 min and stopped at 85 °C for 5 min. Products were phenol/chloroform-extracted, recovered by ethanol precipitation and separated on a polyacrylamide gel (12% PAA, 20 mM MOPS, pH 7.0, 7 M Urea) for 3 h at 25 mA.

### Northern Blot analysis

For the detection of snoRNAs, 20 μg of total RNA was separated by gel electrophoresis on a 12% polyacrylamide gel (20 mm MOPS, pH 7.0, 7 M urea). The RNA was transferred to a nylon membrane (Amersham Biosciences Hybond^TM^-NX) by electroblotting for 30 min at 20 V. Blotted RNA was crosslinked by 0.5 J/cm^2^ UV illumination. Blots were probed overnight with 5′-radiolabelled DNA oligonucleotides in Church buffer (1 mM EDTA, 7% (w/v) SDS, 1% (w/v) BSA in 0.5 M P_i_ buffer, pH 7.2). Probed Blots were washed two times for 20 min with each 2×, 1×, and 0.5× SSC buffer (20× SSC: 3 M NaCl, 0.3 M trisodium citrate, pH 7.0). Hybridization with an oligonucleotide complementary to tRNA_UUC_ was used as a loading control.

### RiboMeth-seq

The RiboMeth-seq analysis was performed in triplicates with barcoded adapters according to previously described protocols^11,54^. In brief, 10 µg RNA from each sample was degraded by alkaline for 6 min at 90 °C and the 20–40 nt fraction was excised and purified from a 10% urea polyacrylamide gel. A modified *Arabidopsis* tRNA ligase was used to ligate adaptors to the library fragments, and sequencing was carried out on the Ion Proton sequencing platform. The reads were mapped to rRNAs (GenBank: FR733593.1, FR733594.1, FR733597.1, FR733595.1) using Bowtie2^55^ and scored for read-end counts. RMS scores representing “fraction methylated” were calculated as described previously (“score C”) in Ref.^11^ and barcode correction was applied when necessary^56^. The commercial RNA oligonucleotides used as 3′adaptors were found to be slightly heterogeneous in length, which can cause a fractional shift in the 3′-read-end count, if the 3′-library fragment nucleotide is identical to the expected 5′-end of the oligonucleotide. As the experiments were made in triplicate with barcodes carrying different 5′-ends, such errors were easily detected, and a manual correction was made at a few sites to counter the effect by excluding the 3′-read-end counts from the analysis.

### Prediction of rRNA secondary structure

To locate the predicted 2′-*O*-Me sites in the mature rRNA, we predicted the secondary structure by comparative analysis with the LSU and SSU rRNAs of *A. thaliana*, *C. elegans*, *H. sapiens*, and *D. melanogaster*. For that purpose, we retrieved the corresponding SSU and LSU rRNA sequences for these organisms from GenBank (Supplementary Table S3). We aligned the sequences to the 17S and 26S rRNA of *D. discoideum* using MUSCLE^57^ in the ClustalW output format and inferred the secondary structure by homology manually. The resulting secondary structure diagrams were drawn using RNAviz v. 2.0.3^58^. Due to the high conservation of the ribosomal core elements and experimental evidence of the tRNA site locations in other species, the nucleotides predicted in the A, P, and E sites of *D. discoideum* were inferred by sequence homology.

### Mapping of predicted snoRNA candidates to the rRNA 2′-*O*-Me pattern

Mapping of box C/D snoRNAs to the predicted 2′-*O*-Me sites was performed using RNAhybrid^59^. 10 nt upstream and downstream of the 2′-*O*-Me sites were used as target sites against the full-length sequences of the box C/D snoRNAs. Selection of the likely correct duplex was achieved using the following criteria: (I) 2′-*O*-Me site is located at the 5th base paired nucleotide upstream of a D or D′ box and (II) a box C/D snoRNA/rRNA duplex length of minimum 7 bp with (III) a maximum of 1 mismatch. Conservation of box C and box D motifs was visualized using WebLogo v. 3.7^60^. Calculation of the predicted duplex’ minimum free energy (MFE) in kcal/mol was performed using RNAduplex v. 2.4.15^61^. Box C/D snoRNAs that were not mapped to any predicted 2′-*O*-Me sites but were validated by RNA-seq, were classified as orphans.

## Results

### Identification and validation of 30 novel box C/D snoRNAs in the genome of *D. discoideum*

The number of 17 box C/D snoRNAs (Fig. 1) identified in *D. discoideum* prior to this study is relatively small for normally-sized rRNA sequences^42^ compared to orthologous RNAs found in other species^62^. Therefore, we set out here to search for additional box C/D snoRNAs in the amoeba. To this end, we employed an *in silico*-approach for the identification of novel box C/D snoRNAs by using the probabilistic model-dependent search tool snoScan^48^, which we combined with RNA-seq analyses. The sizes of previously described box C/D snoRNAs of *D. discoideum* range between 66 and 113 nt, with box C-D distances between 50 and 97 nt^43^. We searched accordingly first with snoScan in the genome of *D. discoideum* (available at www.dictybase.org) for sequences containing box C and box D motifs with a box C-D distance between 50 to 100 nt. Since inverted repeats at the 5′ and 3′ ends were not observed before^43^, we did not pre-require the presence of a terminal stem structure for a classification as a *bona fide* box C/D snoRNA. Using these settings, we identified 577 box C/D snoRNA candidates in the genome of *D. discoideum* (data not shown), including the set described before^43^. To refine our search, we next addressed the expression of these candidates in publicly available RNA-seq data of the axenic AX2 wild type strain, deposited in duplicate^47^ at the sequence read archive (https://www.ncbi.nlm.nih.gov/sra). Specifically, we mapped reads to the genomic loci of the candidates and selected only those sequences that exceeded a read count of 100 and were not part of a longer transcript, as indicated by a distinct 5′ end. Both, the lack of specific RNA-seq reads or of a distinct 5′ end, were penalized (‘expression score’, Supplementary Fig. S1). Sequences scoring 29 or higher in the classifier score (Supplementary Table S4) were classified as *bona fide* box C/D snoRNAs. This routine allowed us to identify 47 box C/D snoRNAs in *D. discoideum*, of which 30 are novel^43^. For the amoeba, box C/D snoRNA gene clusters have been described^43^ and primary transcripts of such clusters are often processed by an RNase III before exonucleolytic processing can occur^63–65^. We therefore included the knock-out strain of the nucleolar RNase III DrnB^46,66,67^ in the following analyses. Initially, we carried out primer extension experiments on RNA isolated from axenically grown or developed AX2 and *∆drnB* cells. This resulted for the majority of the snoRNAs in a single signal at the predicted size (Supplementary Fig. S2), indicating that they have homogeneous 5′-ends. Their genomic locations are listed in Supplementary Table S5, allowing to characterize next the properties of box C/D snoRNA genes in *D. discoideum*.

### The box C/D snoRNA genes in *D. discoideum*

Usually, box C/D snoRNAs are encoded in intergenic regions or as part of introns in protein-coding genes, and in either set-up, they can be generated as mono- or poly-cistronic transcriptional units^62^. Aspegren et al.^43^ predicted four bi-cistronic transcriptional units of snoRNAs in *D. discoideum* and confirmed expression for several of them using RT-PCR. An analysis of the genomic location of the genes for our set of 47 box C/D snoRNAs revealed five additional clusters containing two box C/D snoRNAs and two clusters comprised of three box C/D snoRNAs (Supplementary Fig. S3). The genes for these box C/D snoRNAs appear equally spaced in the clusters. All box C/D snoRNA genes, in clusters or not, were found in intergenic regions, except CD38, which is encoded in an intron (Supplementary Table S5). The box C/D snoRNAs with a predicted target (see below) are encoded on all chromosomes without a noticeable pattern, but we observed that the majority of box C/D snoRNAs without a target are encoded on chromosome 4. The biological significance of this, if any, remains to be elucidated, and we cannot exclude that it is a random localization. Next, we set out to investigate the 2′-*O*-Me patterns in *D. discoideum*’s rRNAs, that would be guided by the encoded box C/D snoRNAs.

### *Dictyostelium discoideum* 17S and 26S rRNAs have 49 high-confidence 2′-*O*-Me sites

To address 2′-*O*-Me in the 17S and 26S rRNA of *D. discoideum*, we employed RMS, a method introduced on yeast rRNA^11^, and subsequently used in several other organisms^12,13,30^. In brief, RMS is a next-gen sequencing-based method that relies on the cleavage-resistance of 2′-O-methylated nucleotides under alkaline conditions, resulting in an underrepresentation of read ends in fragmented RNA. The results are expressed as RMS scores, which represent the fraction of modified molecules at a given position. The method yields methylation stoichiometry comparable to RP-HPLC^68^. We generally considered sites with an RMS score > 0.75 as high-confidence 2′-*O*-Me sites.

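RMS libraries came from AX2, an axenic wild type strain, and from ΔdrnB, a strain that lacks the nucleolar RNase III DrnB. Each strain was sampled in axenic growth, at 0 h of development, and as slugs, at 16 h. Each of the 4 groups held 3 libraries, made from cell cultures kept in triplicate. The deposited tables list the libraries by barcode, so replicates are numbered here by their column. The same barcode, and with it the same number, was used in both strains at a stage, and no barcode was used at both stages. The labels hold 1 entry per strain, and the stage of each table was read from the tags in its column headings. The submitters' processing notes name cutadapt 2.0 and Bowtie2 2.3.4.1. The authors counted the 5′ and 3′ read ends at each position of the 17S (1872 nt), 26S (3741 nt), 5.8S (162 nt) and 5S rRNA (112 nt) and deposited these counts next to the RMS score of each library. The score is 1 minus the read ends at a position divided by the mean of the weighted means of the 6 positions on either side, with weights falling from 1.0 to 0.5, and negative values were set to 0. Recomputed from the counts, the score equalled the deposited one within 1e-06 in 70610 of 70644 values. Of the 34 changed values, 33 equalled the score of the 5′ read ends alone, and 24 lay at 8 sites of Table 1, where each change raised the score.
Axenic AX2 libraries held 6325111, 11283331 and 11626982 read ends, and AX2 slug libraries 2677246, 16731892 and 5033201. Axenic ΔdrnB libraries held 12984657, 26164478 and 256762 read ends, and ΔdrnB slug libraries 1414334, 25668371 and 13156281. ΔdrnB axenic replicate 3 had a median of 31 read ends per position, against 3709 in replicate 2. The deposited scores of the 49 sites of Table 1 were compared with limma (version 3.58.1) in 1 model over all 12 libraries, with Benjamini-Hochberg adjustment over the 49 sites and a threshold of 0.05. A quasi-Poisson model of the read ends, with the flanking read ends as offset, was run beside it. It used both read ends at every site, also where the authors left out the 3′ read ends. An exact permutation test of 3 libraries against 3 cannot go below p = 0.1. All intervals given for single libraries are 95% intervals of counting error only, since reads that share a molecule were not told apart.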

To investigate the global 2′-*O*-Me landscape in wild type *Dictyostelium*, we initially determined the RMS scores of rRNA isolated from axenic AX2 cells. 

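In the deposited tables, 17S-C784 is present, within the sequence UCUCGCCUGAUCU, which runs from 778 to 790. All 12 libraries held read ends at this position, from 8 in ΔdrnB axenic replicate 3 to 2878 in ΔdrnB slug replicate 2. The RMS score of C784 lay between 0 and 0.660 and was above 0.75 in 0 of the 12 libraries. Its highest score came from the library with 8 read ends.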

During these experiments, we realized that one nucleotide (C784) was missing in the 17S reference sequence^42^, and its presence was independently confirmed by sequencing of a PCR product on total DNA. Using the criteria outlined above, we determined in total 17 and 32 positions with a 2′-*O*-Me moiety on the 17S rRNA and the 26S rRNA, respectively (Fig. 2A). Of these high-confidence sites, the majority appeared to be fully methylated. 

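In axenic AX2 cells, 16 of the 17 sites of Table 1 in the 17S rRNA and 30 of the 32 sites in the 26S rRNA had a mean RMS score above 0.75. The highest means were 0.980 ± 0.00899 (SD, n = 3) at 17S-U571, a site shared with yeast, human and Arabidopsis, and 0.977 ± 0.00795 (SD, n = 3) at 26S-A1370. The sites not above 0.75 were 17S-G1589, 26S-G711 and 26S-A1463. At 5 positions outside Table 1 the mean was above 0.75, at 17S-U1186, 17S-U1404, 17S-U1842, 17S-A1853 and 26S-C1983. With a cutoff of 0.70 the 17S count became 17 and with 0.80 it became 15, while the 26S count was 30 with either. With scores recomputed from both read ends the counts were 16 and 29, and 26S-U2687 was no longer above 0.75. Its deposited scores in AX2 axenic replicates 2 and 3 are those of 5′ read ends alone, 0.974 and 0.936 in place of 0.576 and 0.509. Without AX2 axenic replicate 1, 17S-G1589 also lay above 0.75 and the 17S count was 17.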

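Of the 49 sites, 45 had a mean score of at least 0.85 in axenic AX2 cells, 43 a mean above 0.90 and 25 a mean above 0.95. The paper's Introduction uses 0.85 for yeast. Over these 45 sites the mean was 0.9496 with an SD across sites of 0.0226, and the lowest was 26S-C3292 with 0.876 ± 0.0841 (SD, n = 3). All 10 methylated uridines were above 0.90, with a mean of 0.954 (SD across sites 0.0175). The 18 adenosines had a mean of 0.927 (SD 0.0851), the 8 cytidines of 0.930 (SD 0.0353) and the 13 guanosines of 0.915 (SD 0.0934). The SD between the 3 replicates had a median of 0.0173 over the 49 sites and was above 0.10 at 1 site, 17S-G1589.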

In axenically-grown AX2 cells, we identified 2 hypomethylated positions each in the 17S and 26S rRNAs. This indicates, to our knowledge for the first time, heterogeneity of the ribosome population in *D. discoideum*. 

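The sites below 0.85 in axenic AX2 cells were 17S-A1469, 17S-G1589, 26S-G711 and 26S-A1463. The mean RMS score was 0.779 ± 0.0410 at A1469, 0.713 ± 0.103 at G1589, 0.6999 ± 0.0611 at G711 and 0.638 ± 0.0361 at A1463 (SD, n = 3 each). In the rRNA, A1469 lies within UAGAGGGACUACCUGCCUCAA (1459 to 1479), G1589 within GAAGGAUUGGGUAAUCAUUUG (1579 to 1599), G711 within AAUUUUGUUUGCGUGGCUUGG (701 to 721) and A1463 within UUAAGACAGCAGGACGGUGGC (1453 to 1473). The scores at A1469 were 0.739, 0.775 and 0.821, with counting intervals from 0.706 to 0.770, from 0.754 to 0.794 and from 0.802 to 0.839, so replicate 3 lay above the other 2 by more than counting error. For G1589 the libraries gave 0.602, 0.804 and 0.733, and the first of these is the score of the 5′ read ends alone, which the authors put in place of 0.444. A cutoff of 0.80 also gave 4 sites and a cutoff of 0.90 gave 6. From the hypomethylated positions, the paper reasons that the ribosome population of D. discoideum is heterogeneous.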

Heterogeneity in rRNA modifications had been, however, reported previously for mouse, human, thale cress, and zebrafish^12,13,29,30,69,70^. In these studies, differences in the ribosome 2′-*O*-Me patterns between cultured cells and differentiated tissues, or during development have been described. Since *D. discoideum* undergoes development upon starvation, we set out next to elucidate any changes of the 2′-*O*-Me pattern in rRNAs of the slug stage of development in the AX2 wild type. 

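In AX2 slugs the mean RMS score was 0.751 ± 0.0698 at 17S-A1469, 0.770 ± 0.139 at 17S-G1589 and 0.752 ± 0.0856 at 26S-G711 (SD, n = 3 each), and these sites and 26S-A1463 were the 4 sites below 0.85. By the deposited scores, all 49 sites had a mean above 0.75 in AX2 slugs, with A1469 at 0.7506. In AX2 slug replicate 1, the deposited score of A1469 (0.831) is higher than the one recomputed from both read ends (0.643), and with the recomputed scores 48 sites were above 0.75, all but A1469. There were 47 without AX2 slug replicate 1, 49 without replicate 2 and 47 without replicate 3. Between axenic growth and slugs, 44 of the 49 sites differed by less than 0.05 and 48 by less than 0.10, with a median absolute difference of 0.0109. Next to A1463, the site that differed most was 26S-C3212, with 0.918 ± 0.0298 in axenic cells and 0.982 ± 0.00742 in slugs (difference 0.0640, standard error 0.0195, adjusted p = 0.287 from limma). At 17S-A612, a site shared with yeast, human and Arabidopsis, the means were 0.965 ± 0.00529 and 0.912 ± 0.0363 (difference -0.0539, adjusted p = 0.841 from limma). The difference at A612 was -0.0329 without AX2 slug replicate 3 and -0.0199 with the 3′ read ends alone, and that at C3212 was 0.0310 with the 5′ read ends alone. At an adjusted p under 0.05, limma called 0 of the 49 sites and the quasi-Poisson model 0, while 2 sites, C3212 and A612, had an unadjusted p under 0.05 in limma. The ranges of the replicates lay apart at 7 sites, which is 14.3% of the sites against 10% by chance. For 39 sites the 95% interval of the difference lay within 0.10 on either side of 0.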

The fractionally methylated positions in axenically-grown wild type cells were also substoichiometrically methylated during development, while the RMS score of most 2′-*O*-Me sites remained unchanged (Fig. 2A).

**Figure 2:**
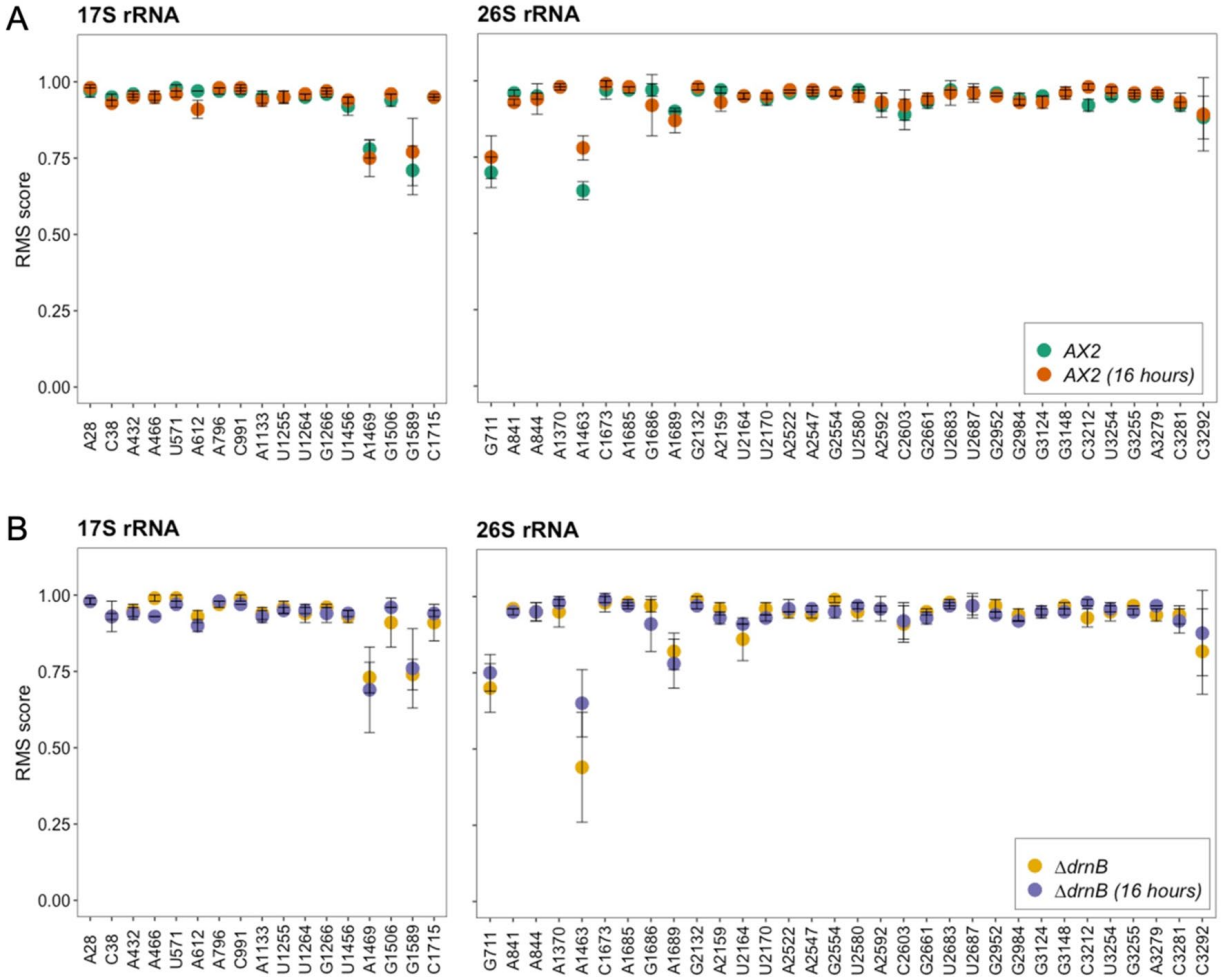
RiboMeth-seq analysis of the 17S and 26S in *D. discoideum*. RMS scores at 2′-*O*-Me sites on the 17S and 26S rRNA in axenic growth and development of AX2 (**A**) and *∆drnB* (**B**) cells (n = 3).

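In ΔdrnB cells, 42 of the 49 sites differed by less than 0.05 between axenic growth and slugs, and 48 by less than 0.10, the exception being 26S-A1463, with a median absolute difference of 0.0183. At 17S-A466, a site of D. discoideum guided by CD8, the mean RMS score was 0.987 ± 0.0156 in axenic ΔdrnB cells and 0.929 ± 0.00155 in ΔdrnB slugs (SD, n = 3), a difference of -0.0578 (standard error 0.0141, adjusted p = 0.0610 from limma). 26S-C3212 had 0.926 ± 0.0386 and 0.982 ± 0.0155 (difference 0.0561, adjusted p = 0.267 from limma), but the difference was 0.0345 without ΔdrnB axenic replicate 1 and -0.0473 with the 5′ read ends alone, where that at A466 was -0.113. At an adjusted p under 0.05, limma called 0 of the 49 sites. At an unadjusted p under 0.05 it gave 6 sites, with A466, 17S-U571, 26S-G2554 and 26S-G2952 lower and 26S-A2547 and C3212 higher in slugs. At each of the lower sites the highest axenic ΔdrnB score was 1, which means no read end at the site. Of the axenic ΔdrnB libraries, only the shallow replicate 3 had positions without a read end. The quasi-Poisson model called C3212 as higher and 7 sites as lower, which were 17S-C38, 17S-A432, A466, U571, 17S-A612, 17S-U1255 and 26S-G3124. At G3124 it counted 3′ read ends that the authors left out of the scores of ΔdrnB slug replicates 2 and 3. By the deposited scores the mean differences were -0.00464 at G3124 and 0.000442 at C38. The ranges of the replicates lay apart at 7 sites (14.3%, against 10% by chance). A466 passed the threshold on the log2 scale (adjusted p = 0.0221 from limma), on the logit scale (0.0169) and without ΔdrnB axenic replicate 2 (difference -0.0665, adjusted p = 0.0484), and over 16 planned settings its adjusted p ranged from 0.0169 to 0.419. On the log2 and logit scales the value of a score of 1 is set by the offset of 0.01 or the clip at 0.99. Without ΔdrnB axenic replicate 1, the count of limma was 1 site, A1463.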

If the nucleolar RNase III DrnB^46,66,67^ is involved in box C/D snoRNA maturation, a knockout strain of its gene might display altered RMS scores, which we investigated next. At large, the 2′-*O*-Me pattern of the AX2 strain, however, was also observed for axenic growth and development of the *∆drnB* strain (Fig. 2B and Supplementary Fig. S4). 

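Of the 49 sites of Table 1, 45 in axenic ΔdrnB cells and 46 in ΔdrnB slugs had a mean RMS score above 0.75. In axenic growth 44 sites differed by less than 0.05 between ΔdrnB and AX2, with a median absolute difference of 0.0138, and in slugs 46 sites did, with a median of 0.00989. 26S-A1463 differed most at both stages. It was followed in axenic cells by 26S-U2164, with 0.946 ± 0.0177 in AX2 and 0.857 ± 0.0913 in ΔdrnB (SD, n = 3; difference -0.0889, adjusted p = 0.683 from limma), and in slugs by 26S-A1689, with 0.871 ± 0.0436 in AX2 and 0.777 ± 0.1005 in ΔdrnB (difference -0.0940, adjusted p = 0.9899 from limma). The slug difference at A1689 was -0.151 without ΔdrnB slug replicate 1 and -0.0559 without ΔdrnB slug replicate 3. At an adjusted p under 0.05, limma called 0 of the 49 sites in axenic cells and 0 in slugs. At an unadjusted p under 0.05 it gave 2 sites in axenic cells, 17S-A466 (difference 0.0392) and U2164, and 0 in slugs. Without the shallow ΔdrnB axenic replicate 3 the difference at U2164 was -0.0365, with the 5′ read ends alone it was -0.0549, and in slugs it was -0.0361 (adjusted p = 0.9899 from limma), with the ranges of the replicates apart. In the 6 pairs of libraries with the same barcode, ΔdrnB was lower than AX2 in every pair at U2164 and at A1689 (exact sign test, chosen after the values were seen, p = 0.03125 for each and adjusted p = 0.766), where chance gives one sign in all pairs at 1.53 of the 49 sites. With the barcode as replicate block, limma gave an adjusted p of 0.121 at U2164 and of 0.412 at A1689 in axenic cells. The quasi-Poisson model called 1 site in axenic cells, A1689, as lower in ΔdrnB (adjusted p = 0.00445, where the planned settings ranged from 0.00445 to 0.939), and 0 sites in slugs. The ranges of the replicates lay apart at 4 sites in axenic cells (8.16%) and at 3 in slugs (6.12%), against 10% by chance for exchangeable libraries. Since the strains share barcodes, 10% is only a rough baseline for these comparisons. The 95% interval of the strain difference lay within 0.10 on either side of 0 at 38 sites in axenic cells and at 40 in slugs. Without ΔdrnB axenic replicate 1, limma called 1 site in axenic cells, A1463.

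**Figure D1:**
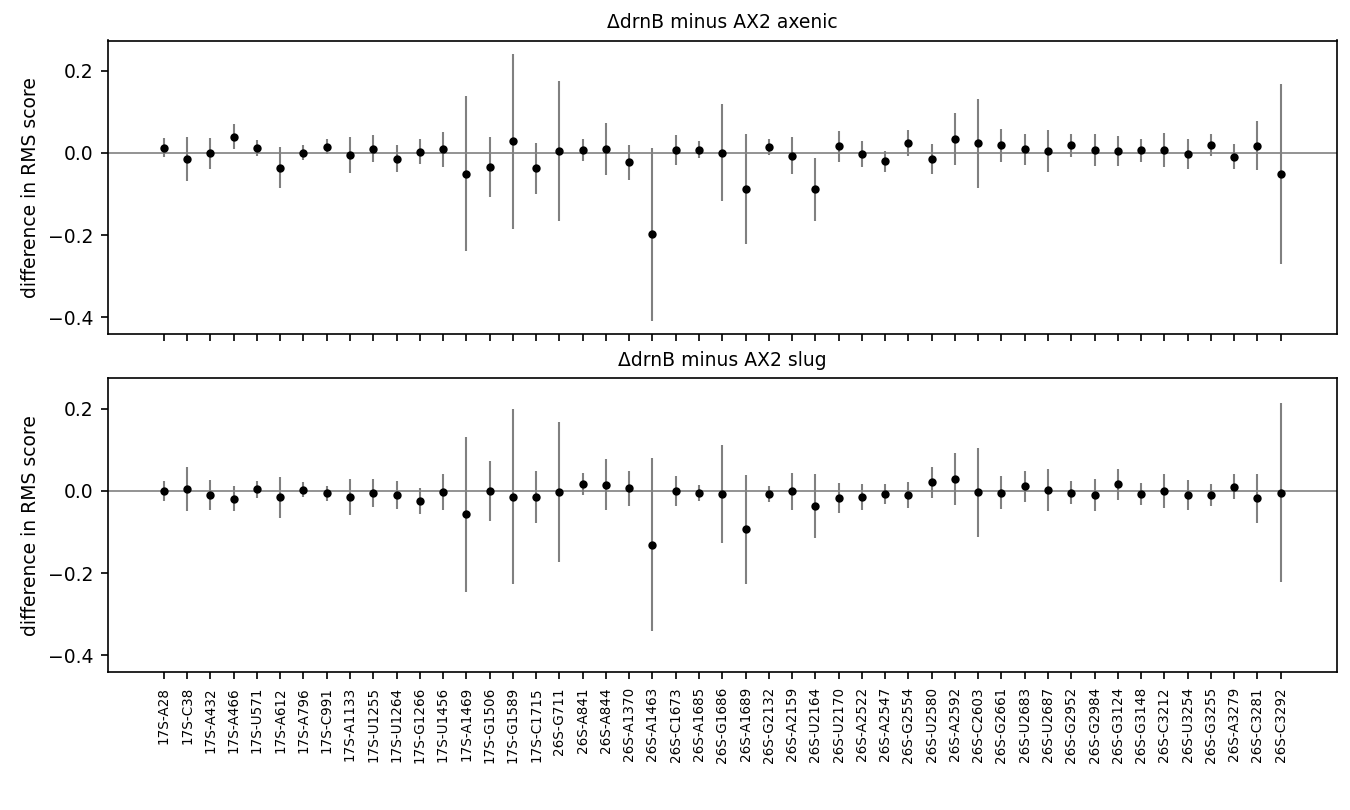
Difference in mean RMS score between ΔdrnB and AX2 at each of the 49 sites in axenic growth (top) and in slugs (bottom). Points are differences of the means of 3 libraries each and bars their 95% intervals from limma. Most points lie near 0, and 26S-A1463 is the lowest point at both stages.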

Only one position, 26S-Am1463, exhibited a noticeable difference between the axenically-grown AX2 and *∆drnB* strains (Supplementary Fig. S4C). This indicates that any effect that DrnB might have on the processing of box C/D snoRNA precursors does not manifest substantially in altered 2′-*O*-Me patterns. Similarly, that position 26S-Am1463 displayed different RMS scores between axenic growth and the slug stage in both, the AX2 and *∆drnB* strains (Supplementary Fig. S4). 

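At 26S-A1463, guided by CD9 and CD13, the axenic AX2 libraries had scores of 0.629, 0.607 and 0.678. The axenic ΔdrnB libraries had 0.69999, 0.311 and 0.308, with a mean of 0.439 ± 0.226 (SD, n = 3). Replicate 1 of ΔdrnB was thus above all 3 AX2 libraries and replicates 2 and 3 were below all of them. Replicate 3 held 70 read ends at A1463, with a counting interval of its score from 0.125 to 0.460. The difference between the strains was -0.198 (standard error 0.0975, adjusted p = 0.828 from limma; exact permutation test, two-sided, p = 0.4). Without ΔdrnB axenic replicate 1 it was -0.329 with an adjusted p of 0.00765 from limma, and over 16 planned settings the adjusted p ranged from 0.00765 to 1. In simulated data limma called a shift of 0.2 at A1463 in 8 of 100 sets, so a missing call says little here. In slugs, the scores were 0.774, 0.734 and 0.834 in AX2 and 0.802, 0.556 and 0.591 in ΔdrnB, a difference of -0.131 (adjusted p = 0.9899 from limma; exact permutation test, p = 0.3), which was -0.207 without ΔdrnB slug replicate 1 and -0.0842 without ΔdrnB slug replicate 2. The paper reasons that any effect of DrnB on the processing of box C/D snoRNA precursors is not substantially seen in the 2′-O-Me pattern.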

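In AX2, every slug library had a higher score at 26S-A1463 than every axenic library, with a mean of 0.781 ± 0.0504 (SD, n = 3) in slugs and a difference of 0.143 (standard error 0.0975, adjusted p = 0.915 from limma; exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The standard error from limma draws on all 4 groups. At A1463 the SD was 0.0361 in axenic AX2 cells and 0.0504 in AX2 slugs, against 0.226 and 0.133 in ΔdrnB. Over 16 planned settings the adjusted p ranged from 0.211, with only the AX2 groups in the model, to 0.998. In ΔdrnB the mean in slugs was 0.6498 ± 0.133 (SD, n = 3) and the difference was 0.210 (adjusted p = 0.352 from limma; exact permutation test, p = 0.3). Without ΔdrnB axenic replicate 1 this difference was 0.3405 with an adjusted p of 0.00547 from limma, and over 16 planned settings the adjusted p ranged from 0.00547 to 0.661. Without ΔdrnB slug replicate 1 the difference was 0.134. The stage difference in ΔdrnB exceeded that in AX2 by 0.0674 (adjusted p = 0.963 from limma), with a 95% interval from -0.230 to 0.365, and its sign turned without ΔdrnB slug replicate 1 (-0.00865).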

The four 2′-O-methylated residues that we found either fractionally modified or changed in development had no orthologous modified sites in *S. cerevisiae*, *H. sapiens*, and *A. thaliana* (Table 1, and see below).

**Table 1:** Sites of 2′-O-methylation in rRNA with guiding box C/D snoRNAs in *D. discoideum* and further species.

*D. discoideum*^a^		*S. cerevisiae*^b^		*H. sapiens*^c^		*A. thaliana*^d^	
Position	Guided by	Position	Guided by	Position	Guided by	Position	Guided by
**SSU**^e^							
Am28	CD18	Am28	snR74	Am27	U27	Am28	AtU27
Cm38	CD35	–		–		–	
Am432	CD8	Am436	snR87	Am484	U16	Am438	AtU16
Am466	CD8	–		–		–	
Um571	CD21	Um578	snR77	Um627	HBII–135	Um580	AtsnoR77Y
Am612	CD25	Am619	snR47	Am668	U36A/B	Am621	AtU36
Am796	CD19	–		–		–	
Cm991	CD7	–		–		–	
Am1133	CD10	–		–		–	
Um1255	CD20	–		–		–	
Um1264	CD29	Um1269	snR55	Um1326	U33	Um1270	AtsnoR34
Gm1266	CD37	Gm1271	snR40	Gm1328	U232A	Gm1272	AtsnoR21
Um1456	CD1	–		Um1442	U61	Um1281	AtU61
Am1469		–		–		–	
Gm1506	CD1	Gm1428	snR56	Gm1490	U25	Gm1431	AtsnoR19
Gm1589	CD16 (+ 6)^f^	–		–		–	
Cm1715	CD28	Cm1639	snR70	Cm1703	U43	Cm1641	AtU43
**LSU**^e^							
Gm711	CD7	–		–		–	
Am841	CD12	–		–		–	
Am844	CD24	Am649	U18	Am1313	U18A/B/C	Am647	AtU18
Am1370	CD9/13	Am1133	snR61	Am1858	U38A/B	Am1140	AtU38
Am1463	CD9/13	–		–		–	
Cm1673	CD19	Cm1437	Um24	Cm2338	U24	Cm1439	AtU24
Am1685	CD19	Am1449	Um24	Am2350	U76	Am1451	AtU24
Gm1686	CD16	Gm1450	Um24	Gm2351	U24	Gm1452	
Am1689	CD33	–		–		–	
Gm2132	CD1	–		–		–	
Am2159	CD27	–		–		–	
Um2164	CD31	–		–		–	
Um2170	CD17/32	Um1888	snR62	Um2824	U34	Um1882	AtU34
Am2522	CD4	Am2256	snR63	Am3739	U46	–	
Am2547		Am2281	snR13	Am3764	U15A/B	Am2271	AtU15
Gm2554	CD14	Gm2288	snR75	–		Gm2278	AtU15
Um2580	CD12/34	–		–		–	
Am2592	CD34	–		–		–	
Cm2603	CD26	Cm2337	snR64	Cm3820	U74	–	
Gm2661	CD2/3	–		–		–	
Um2683	CD30	Um2417	snR66	–		–	
Um2687	CD22	Um2421	snR78	Um3904	U52	Um2411	AtsnoR37
Gm2952	CD13	Gm2619	snR67	Gm4166	U31	Gm2610	AtsnoR35
Gm2984	CD5	–		–		–	
Gm3124	CD36	–		–		–	
Gm3148	CD6	Gm2815	snR38	Gm4362	snR38A/B/C	Gm2805	AtsnoR38Y
Cm3212	CD38	–		–		–	
Um3254	CD25	Um2921	snR52	Um4468		–	
Gm3255		Gm2922	Spb1	Gm4469		–	
Am3279	CD11	Am2946	snR71	Am4493	U29	Am2936	AtU29
Cm3281	CD15	Cm2948	snR69	–		–	
Cm3292	CD23	Cm2959	snR73	Cm4506	U35A/B	Cm2949	AtU35

^a^This study.

^b^https://people.biochem.umass.edu/fournierlab/snornadb/mastertable.php.

^c^https://www-snorna.biotoul.fr/human_yeast/.

^d^https://ics.hutton.ac.uk/cgi-bin/plant_snorna/home.

^e^*SSU* small subunit, *LSU* large subunit.

^f^(+ 6) denotes a deviation of the + 5 consensus methylation target site.

### Secondary structure models for the small and large ribosomal subunits in Amoebae

As methylated rRNA positions are required for folding and structural stabilization of rRNAs, thereby contributing to ribosome function^8^, it was of interest to localize the 2′-O-methylated positions in the context of the rRNA structure of *D. discoideum*. A partial structure of the large ribosomal subunit of *D. discoideum* has been published recently^71^, but no high-resolution structural data is available for complete ribosomes from any species of the Amoebozoa. To obtain a model for the rRNA secondary structures, we employed homology modelling using sequences of species from the evolutionary supergroups of Opisthokonta and Archaeplastida[31]. In brief, we aligned the rRNAs from the amoeba with the corresponding small and large subunits’ (SSU and LSU, respectively) rRNA sequences from A. thaliana, Caenorhabditis elegans, Drosophila melanogaster, and H. sapiens (Supplementary Table S3). The inferred secondary structure models of the 17S and 26S (with the 5.8S) rRNAs of *D. discoideum* are shown in Figs. 3 and 4, respectively, and include the 2′-O-methylated positions.

Central parts of ribosomes from different species are structurally highly conserved and variation appears restricted to peripheral regions and the so-called expansion segments (ES)^72^, which often harbor species-specific sequences. This is exactly what the models for the amoebal rRNA structures display (Figs. 3 and 4). This holds particularly true for the conserved regions involved in the formation of A, P and E sites. Not surprisingly, the ES of *D. discoideum*, which are not covered in the aforementioned structure^71^, exhibited significant differences as compared to the ES in other species (exemplified for *H. sapiens*; Supplementary Table S6).

About half of the 2′-O methylated positions were found in the vicinity of nucleotides residing in the A, P and E sites, and the other half in other regions of the rRNAs (Figs. 3 and 4). These latter positions localized frequently to formally single stranded regions, or to nucleotides at the very beginning of helical stems. When comparing the 2′-*O*-Me patterns in wild type *D. discoideum* to those in *S. cerevisiae*, *H. sapiens*, and *A. thaliana*, we found 28 of the 2′-*O*-Me sites conserved in at least one of these organisms, and therefore, the other 21 sites are specific to *D. discoideum* (Table 1). 

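Of the sites of Table 1, 27 are shared with yeast, 25 with human and 22 with Arabidopsis, and 20 with all 3. In the 17S rRNA 9 sites are conserved and 8 are specific, and in the 26S rRNA 19 and 13. In axenic AX2 cells the 28 conserved sites had a mean RMS score of 0.951 (SD across sites 0.0243) and the 21 specific sites of 0.902 (SD 0.101), a difference of 0.0490 (permutation test over sites, two-sided, p = 0.01004). Of the conserved sites, 0 were below 0.85. The 4 sites below 0.85 are all specific, and without them the specific sites had a mean of 0.948 and the difference was 0.00324 (permutation test, p = 0.653). With medians in place of means, the difference was 0.00937 (permutation test, p = 0.0582). Sites are not independent replicates.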

Only one of these positions, Gm711 in the 26S rRNA, was found in an ES (Fig. 4), indicating that 2′-*O*-Me is largely restricted to the core of the ribosome in *D. discoideum*. 

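In ΔdrnB, 26S-G711 had a mean RMS score of 0.705 ± 0.0973 in axenic cells and 0.750 ± 0.0732 in slugs (SD, n = 3 each). The strain difference at G711 was 0.00479 in axenic cells and -0.00266 in slugs, smaller than the spread between replicates of either strain (adjusted p = 0.972 and 0.9899 from limma). The score of G711 rested mostly on 5′ read ends, since 3′ read ends made up 2.03% to 14.3% of the read ends at the flanking positions over the 12 libraries.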

Noteworthy, five of the 13 specific 2′-*O*-Me sites on the 26S rRNA were locating in domain 0, which has been shown in other species to coordinate folding of all other domains of the LSU rRNA, including the peptidyl transferase center (PTC)^73^.

**Figure 3:**
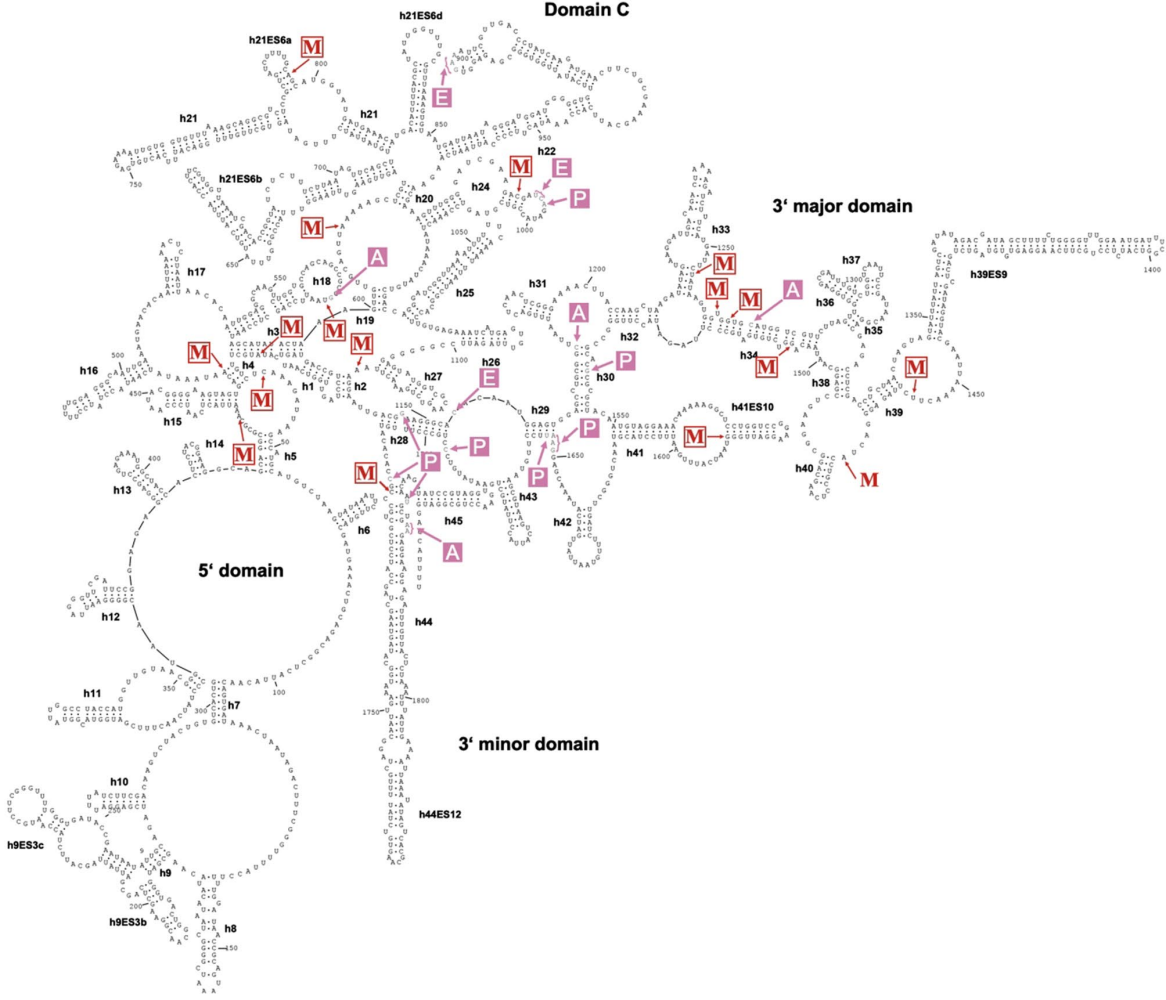
Secondary structure of the 17S rRNA of *D. discoideum* with 2′-*O*-Me sites. The secondary structure of the 17S rRNA was inferred by homology and drawn using RNAviz (v. 2.0.3). The 2′-*O*-methylated nucleotides as identified by RiboMeth-seq are marked with an arrow and ‘M’ (red). Nucleotides located in the A, P, and E sites of the ribosome are indicated in pink. Helices (hx) are named to convention and expansion segments (ESx) are labeled with x: natural number.

**Figure 4:**
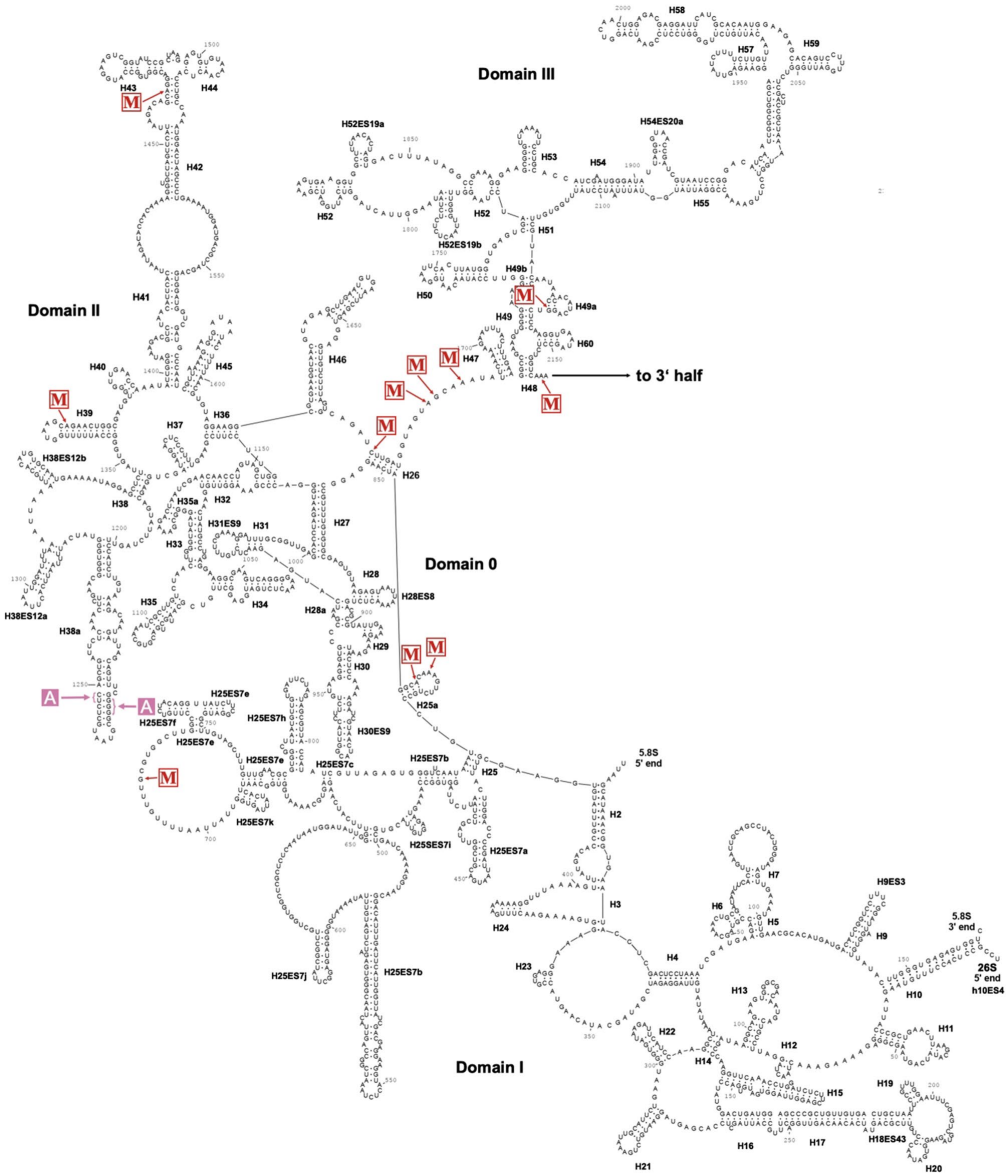

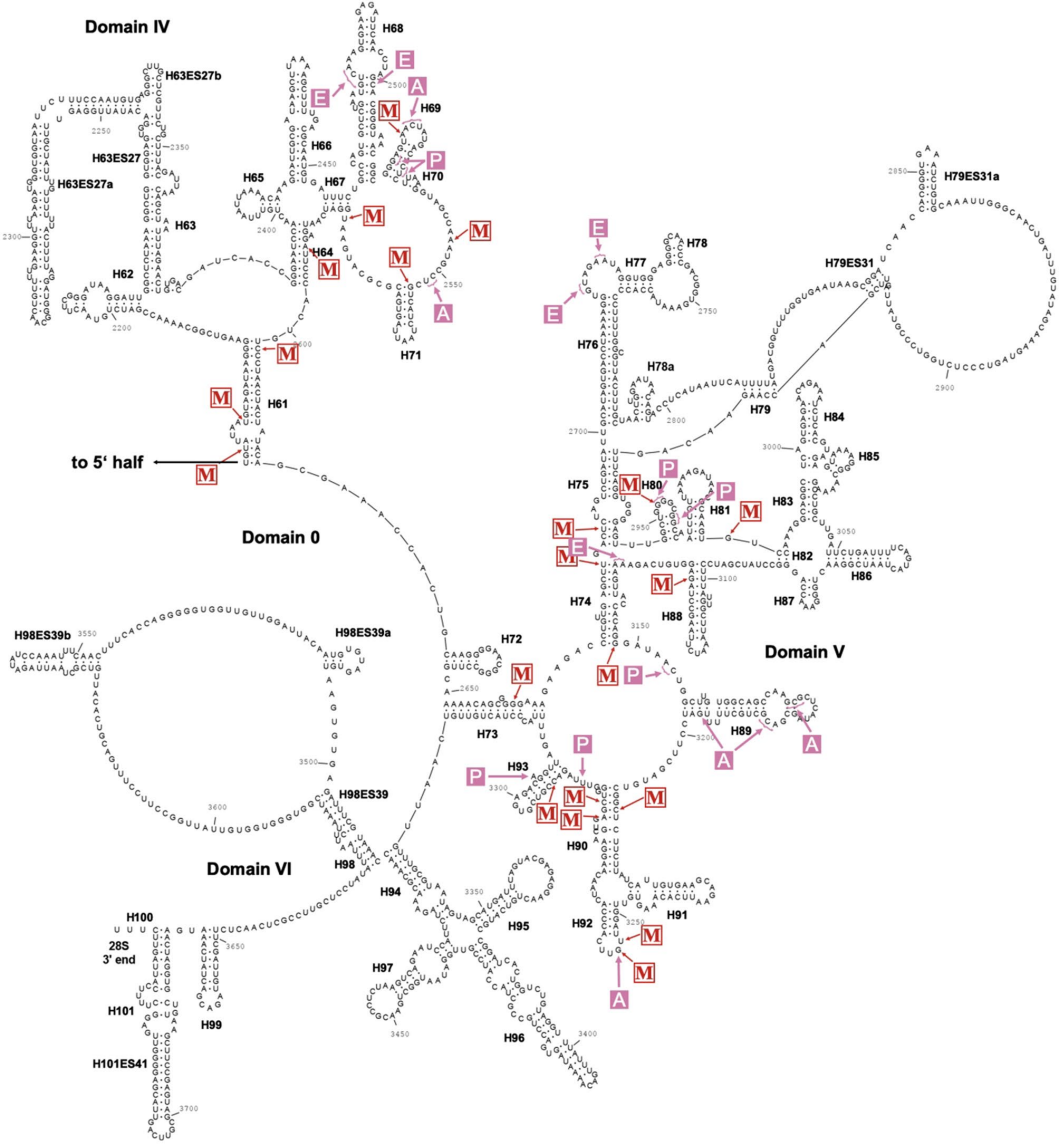
Secondary structure of the 26S rRNA of *D. discoideum* with 2′-*O*-Me sites. The secondary structure of the 26S rRNA was inferred by homology and drawn using RNAviz (v. 2.0.3). The 2′-*O*-methylated nucleotides as identified by RiboMeth-seq are marked with an arrow and ‘M’ (red). Nucleotides located in the A, P, and E sites of the ribosome are indicated in pink. Due to the size of the 26S rRNA, the figure is split into the 5′ half and 3′ half. The predicted interaction with the 5.8S rRNA is shown at the 5′ end. Helices (Hx) are named to convention and expansion segments (ESx) are labeled.

**Figure 5:**
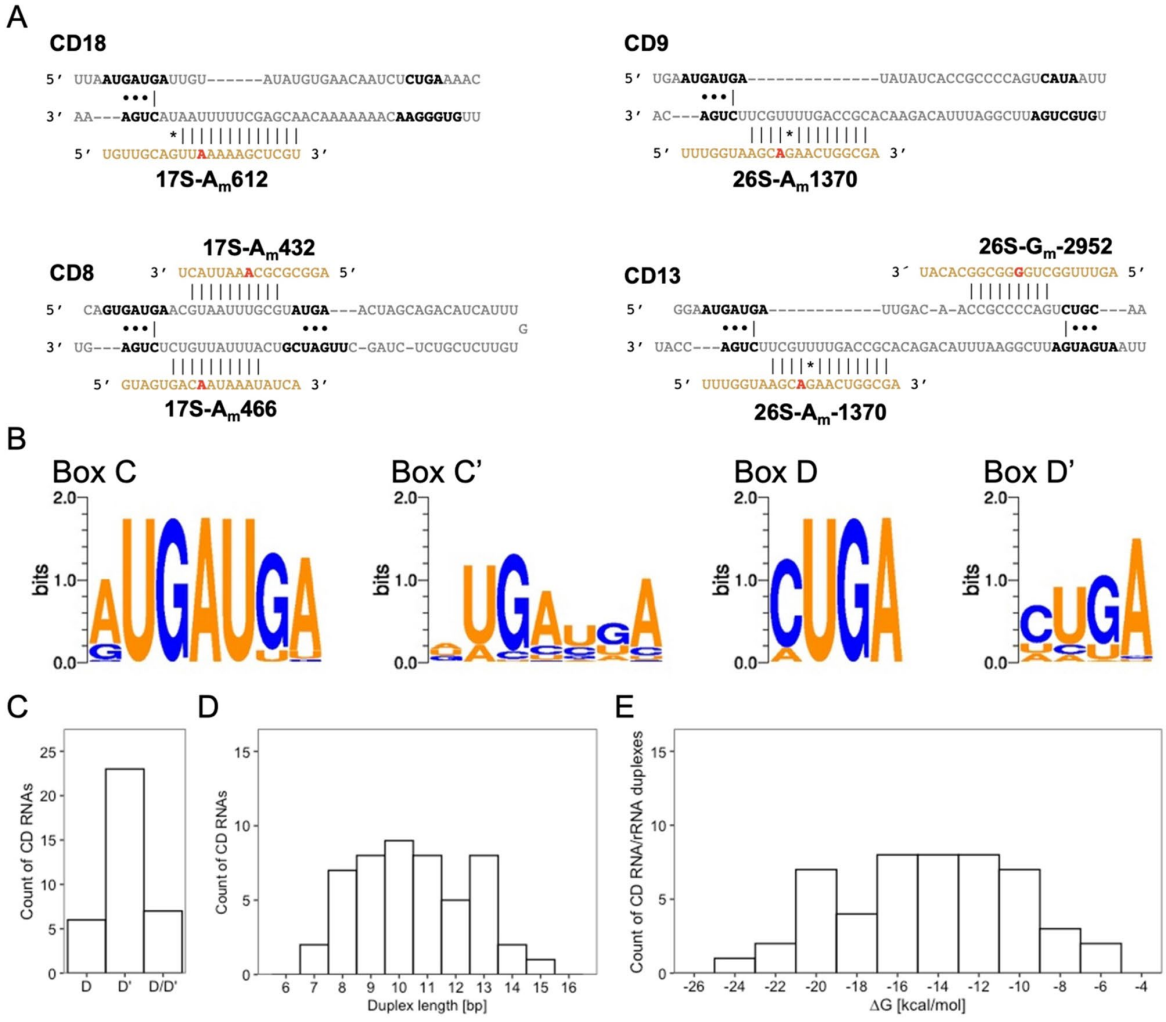
Features of CD RNAs in *D. discoideum*. (**A**) Examples of CD RNAs guiding 2′-*O*-Me at one or two rRNA positions. Single (top) and double (bottom) usage of D boxes of selected CD RNAs guiding positions in the 17S (left) and the 26S rRNA (right). Shown are CD RNA sequences (grey) with nucleotides involved in the formation of the k-turn (black). The guided part of the rRNA is shown in orange with the methylated residue highlighted in red. Intra- and intermolecular interactions are denoted for Watson–Crick (|) and G/U base pairing (*), as are the A/G and U/U base pairs (•) involved in the formation of the k-turn. (**B**) Conservation of C, C′, D and D′ box sequences shown with WebLogo^60^. (**C**) Distribution of CD RNAs using box D, D′ or both. Duplex lengths (in bp; **D**) and minimal free energies ΔG (in kcal/mol; **E**) of the interaction between CD RNA and the guided rRNA position.

### The majority of 2′-*O*-Me sites in *D. discoideum* can be associated to box C/D snoRNAs

To identify snoRNA guides for the 2′-O-methylated sites, we employed next RNAhybrid, since snoScan alone was not able to predict all targets for our set of box C/D snoRNAs (Fig. 2B). This resulted in the prediction of 46/49 2′-*O*-Me sites with at least one, occasionally two box C/D snoRNA guides (Table 1). 

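Among the 49 sites, 13 have a guide at a D box, 33 at a D′ box and 3 have none. The sites without a guide are 17S-A1469, 26S-A2547 and 26S-G3255. A2547, shared with yeast, human and Arabidopsis, had an RMS score of 0.960 ± 0.00861 (SD, n = 3) in axenic AX2 cells and 0.972 ± 0.00718 (SD, n = 3) in AX2 slugs. Of the 5 sites with a pair of guides, 26S-U2580 had 0.967 ± 0.0102, 26S-U2170 had 0.940 ± 0.0255 and 26S-G2661 had 0.931 ± 0.0215 in axenic AX2 cells (SD, n = 3 each). The lowest of the 5 was A1463, which shares its guides CD9 and CD13 with 26S-A1370.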

The snoRNAs guiding 2′-O methylation at these rRNA sites were named CDx (x = natural numbers; Supplementary Table S5). For the remaining 9 box C/D snoRNAs, we could not assign a 2′-*O*-Me site in either rRNA, and therefore we classified these sequences as orphans, and named them accordingly ORx (Supplementary Table S5). Seven of the CD RNAs can make use of both their D and D′ boxes to guide 2′-*O*-Me in one or both rRNAs (Tables 1 and Supplementary Table S7). For most positions targeted by these CD RNAs, no alternative guides were found. Rather, CD1 and CD19 have two targets each for their D′ boxes, additional to the targets of their D boxes (Supplementary Table S7). The majority of CD RNAs, however, is predicted to employ either its D or D′ box. Figure 5A displays examples for single and double usage of D boxes, shown exemplarily for one case each in the 17S and 26S rRNA. The predicted bimolecular interactions of the CD RNAs with their rRNA targets are shown in Supplementary Figs. S2 and S3 for D and D′ box guides, respectively. Earlier work had shown the functionality of box C/D snoRNA in guiding 2′-O-Me in *D. discoideum* by primer extension at a low dNTP concentration^43^.

**Figure 6:**
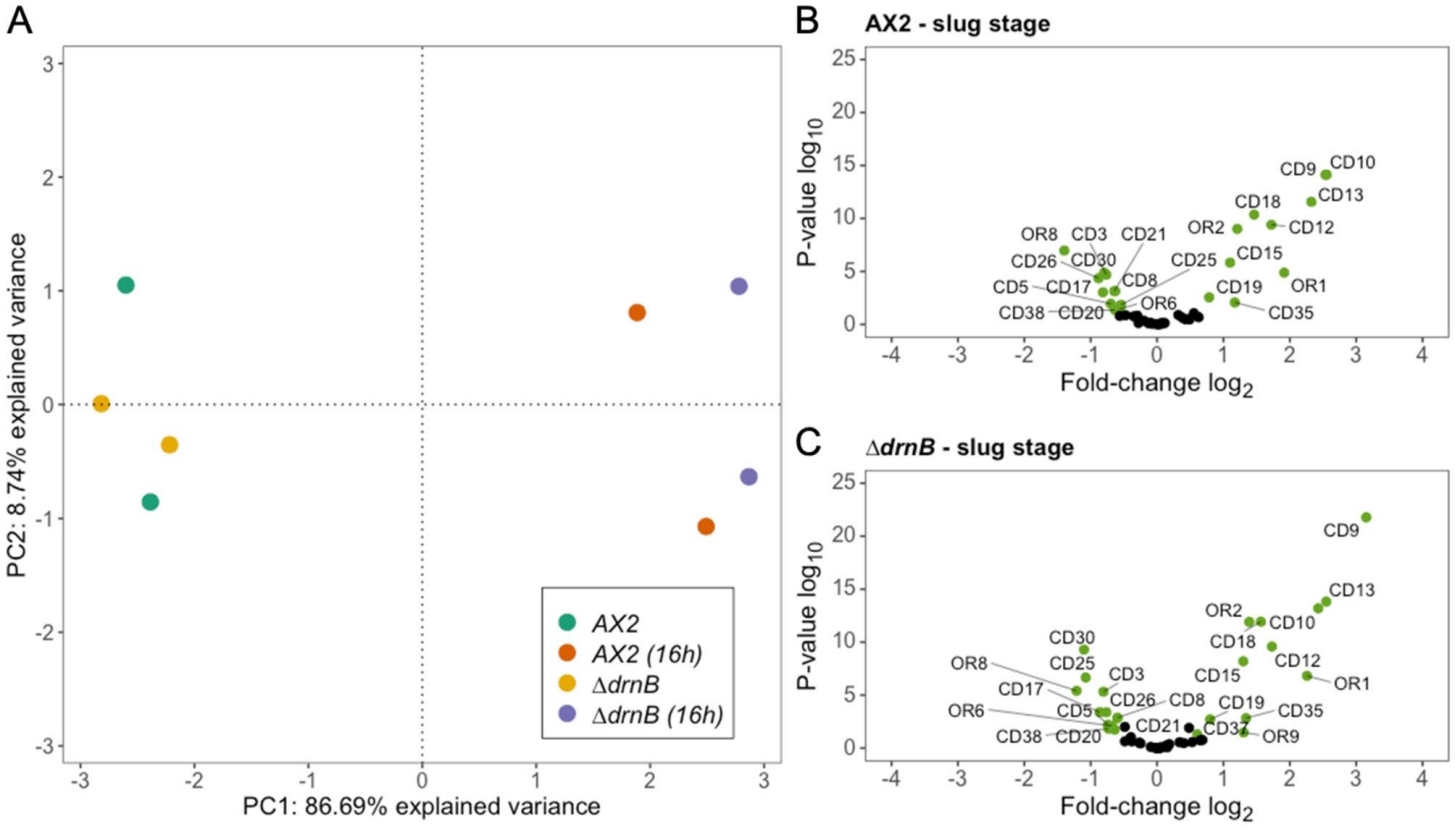
Analysis of box C/D snoRNA expression in axenic growth and development of the AX2 and *∆drnB* strains. (**A**) Principal component analysis (PCA) of data from RNA-seq on the indicated strains and conditions. Volcano plots of box C/D snoRNA expression changes in the slug stage of AX2 (**B**) and *∆drnB* (**C**). Significantly up- or downregulated box C/D snoRNAs are labelled and colored green.

### Features of box C/D snoRNAs and their interactions with rRNA

The box C/D snoRNAs in *Dictyostelium* are between 66 and 113 nt in length, with an average GC content of 32.2% and box C–D distances between 50 and 97 nt (Supplementary Table S5). The terminal stem often found in box C/D snoRNAs in other species (Fig. 1), is predicted by snoScan only in 25 of the 47 box C/D snoRNAs of *D. discoideum* (indicated with a positive TS score in Supplementary Table S4). In contrast, the box C and box D sequences forming the k-turn motif are highly conserved (Fig. 5B); in particular, the GA dinucleotides forming *trans* Hoogsteen/sugar-edge A•G base pairs are present in all CD RNAs selected by the described criteria (but not in all OR RNAs, see Supplementary Table S4). Furthermore, we found that almost all CD RNAs abide to the box D consensus sequence CUGA, with a small fraction of snoRNAs featuring an AUGA instead (Fig. 5B and Supplementary Table S4). Compared to these motifs, the box C′ and box D′ sequences show considerably more variation in *Dictyostelium* (Fig. 5B). Despite this, the majority of methylated positions is predicted to be guided by the D′ boxes of individual CD RNAs (Fig. 5C), similar to observations made for the human box C/D snoRNAs^12^. 

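In axenic AX2 cells the 13 sites guided by a D box had a mean RMS score of 0.907 (SD across sites 0.110) and the 33 sites guided by a D′ box of 0.942 (SD 0.0461). The difference was -0.0348 (permutation test over sites, two-sided, p = 0.113). 26S-A1463 and 26S-G711 are D box sites and 17S-G1589 is a D′ box site. Without the fractional sites the means were 0.9504 for 11 D box sites and 0.949 for 32 D′ box sites (difference 0.00139, permutation test, p = 0.868). Without AX2 axenic replicate 1 the difference was -0.0451 (permutation test, p = 0.0408).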

The lengths of the CD RNA/rRNA duplexes distributed around 11 bp within a range of 7–15 bp, with average minimal free energies (MFE) of − 13.9 kcal/mol (Fig. 5D,E). In these predicted CD RNA/rRNA interactions, we observe the frequent occurrence of G*U base pairs^74^, occasionally A/C base pairs^75^, and a single G/A mismatch (Supplementary Figs. S5 and S6). 

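The interactions printed in Supplementary Figs. S5 and S6 form 50 duplexes at 46 sites. Their energies, recomputed with RNAduplex of ViennaRNA 2.7.2 at 37 °C, had a mean of -14.6 kcal/mol (SD 4.58) and ran from -24.0 to -3.30 kcal/mol. The duplexes held 6 to 14 base pairs with a median of 11. The 15 D box duplexes had a mean of -15.7 kcal/mol (SD 5.22) and 12 base pairs in the median, and the 35 D′ box duplexes a mean of -14.1 kcal/mol (SD 4.27) and 10 base pairs. At 22 °C the mean over all duplexes was -18.4 kcal/mol. For 9 duplexes the printed rRNA strand was not found in the sequence of the deposited tables, and with all rRNA strands taken from the tables the mean was -15.1 kcal/mol.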

Only for the CD16/17S-G1589 duplex, we noticed that apparently the + 6 position is targeting, rather than the consensus + 5 position, as has also been observed before in other species^13^.

### Box C/D snoRNAs accumulate differentially during development of *D. discoideum*

Our primer extension experiments (Supplementary Fig. S2) indicated no 5′-end size heterogeneity of box C/D snoRNAs in *D. discoideum*. In absence of an internal control, a correlation between band intensity and expression levels is difficult. Furthermore, we could not obtain a product for several snoRNAs, despite the use of several distinct primers in these experiments. Therefore, to obtain a more complete view on box C/D snoRNA accumulation, we retrieved RNA-seq datasets for AX2 and *∆drnB* in axenic growth and in the slug stage of development from NCBI, which were originally deposited by Liao et al.^47^. As a first step, we performed a principal component analysis (PCA) of box C/D snoRNA expression on two biological replicates for each time point per strain. The analysis revealed global changes of box C/D snoRNA abundance in the development of the AX2 and *∆drnB* strains (Fig. 6A), however, not between AX2 and *∆drnB*. This is corroborated by comparative 2D plots of DESeq2-normalized reads of individual box C/D snoRNAs in the two strains and under the two growth conditions (Supplementary Fig. S7A). In a subsequent analysis of individual box C/D snoRNAs, we considered changes significant if an adjusted p-value < 0.05 and an at least 0.5-log_2_fold-change in RNA quantity was observed. Using these criteria, 22 box C/D snoRNAs were significantly up- or downregulated in the slug stage of development of AX2 (Fig. 6B,C and Supplementary Fig. S7B). In contrast to this and as seen before (Fig. 6A), we did not observe significant differences in the box C/D snoRNA between AX2 and *∆drnB* except for OR9 and CD37, which were upregulated in the slug stage in *∆drnB*, but not in AX2 (Fig. 6B,C and Supplementary Fig. S7B). For several box C/D snoRNAs we also performed Northern blot analyses (Supplementary Fig. S8) that confirmed at large the expression patterns seen by RNA-seq, in-line also with an earlier study employing Northern blotting on the 17 box C/D snoRNAs identified at the time^43^.

We wondered whether the changes that we observe in the 2′-*O*-Me patterns (Fig. 2) can be explained by differences in the accumulation of the guiding CD RNAs. This is clearly not the case, as a 2D plot of the DESeq2-normalized reads of CD RNAs against the RMS scores at all methylated sites revealed no correlation in axenic growth; rather, full and fractional methylation is observed independent of the CD RNAs’ abundance (Supplementary Fig. S7C). Furthermore, a 2D plot of the log_2_fold-change of the RMS score against the log_2_fold-change of CD RNA accumulation in the slug stage (Supplementary Fig. S7D) showed no differences. Thus, changes in the 2′-*O*-Me patterns can in general not be attributed to altered CD RNA amounts in the development of *D. discoideum*.

## Discussion

### Ribosome heterogeneity in Amoebozoa

In this study, we have investigated the 2′-*O*-Me landscape of *D. discoideum*’s rRNAs and associated box C/D snoRNAs. To our knowledge, this is the first comprehensive report on this topic for any species from the Amoebozoa, one of five eukaryotic evolutionary supergroups^31^. 

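The 4 sites below 0.85 in axenic AX2 cells, 17S-A1469, 17S-G1589, 26S-G711 and 26S-A1463, were below 0.85 in all 4 groups. In axenic ΔdrnB cells 26S-A1689 (0.815 ± 0.0724, SD, n = 3) and 26S-C3292 (0.823 ± 0.165, SD, n = 3) were also below 0.85, which gives 6 sites, and in ΔdrnB slugs A1689 made 5. In the axenic ΔdrnB cells A1469 had 0.727 ± 0.0606 and in the ΔdrnB slugs 0.694 ± 0.168 (SD, n = 3 each). Over 12 libraries the score of the 5′ read ends exceeded that of the 3′ read ends by 0.690 ± 0.192 (SD) at A1463, by 0.510 ± 0.274 at G711 and by 0.428 ± 0.223 at A1469, while the difference at G1589 was -0.218 ± 0.334, with the 3′ score higher in 9 libraries and lower in 3. By stage this gap, whose stage difference was not tested, was 0.315 in axenic cells and 0.706 in slugs at G711, 0.276 and 0.579 at A1469, and 0.684 and 0.695 at A1463. Over the other 45 sites its median was -0.0143 (SD across sites 0.0748), and 7 of them had a gap of more than 0.10 in either direction, the largest being 0.295 ± 0.418 at 26S-U2687. With the 3′ read ends alone, 7 sites were below 0.85 in axenic AX2 cells. With the 5′ read ends alone there were 4, but A1469 (0.881) was not among them and 26S-A2592 (0.758) was.

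**Figure D2:**
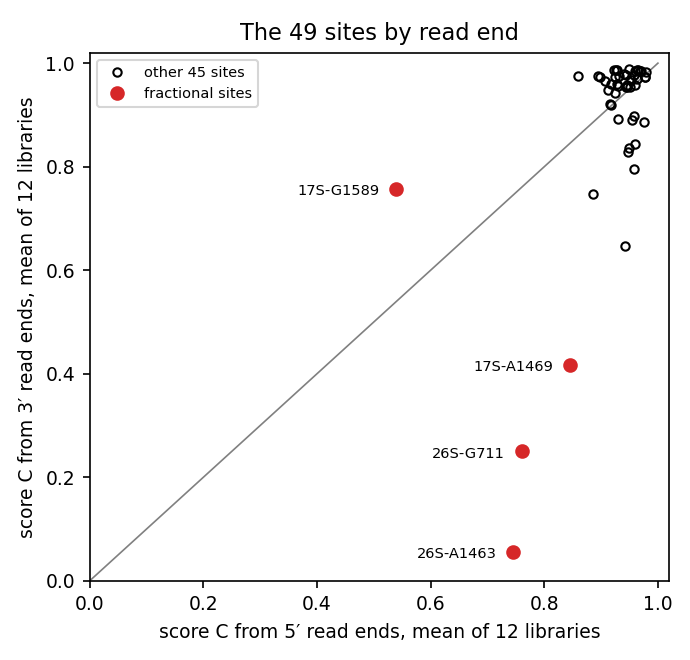
RMS score computed from 5′ read ends (horizontal axis) and from 3′ read ends (vertical axis), each the mean of 12 libraries, for the 49 sites. Filled points are the 4 fractional sites, open points the other 45, and the line marks equal scores. 26S-A1463, 26S-G711 and 17S-A1469 lie below the line and 17S-G1589 above it.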

Using RMS^11^, we have identified 45 positions that are fully methylated in the rRNAs of the amoeba, and additionally 4 positions that exhibit a substoichiometric 2′-*O*-Me (Fig. 2 and Supplementary Fig. S4). This indicates that ribosome heterogeneity exists in Amoebozoa. Such variations in the chemical modification of nucleic acids making up the translation apparatus have been reported already for organisms from other evolutionary supergroups, in particular Opisthokonta^11–13,15,30^, but also in Archaeplastida^29^. With our data from a third evolutionary supergroup, the Amoebozoa, we suggest that ribosome heterogeneity represents a trait common to all eukaryotes.

Ribose methylation is thought to occur largely co-transcriptionally^11,76^. Thus, variation in the levels of this modification could be influenced by the rDNA organization. In *D. discoideum*, rRNAs are transcribed^42^ from extrachromosomal, palindromic elements^39,40^. Expression from extrachromosomal rDNA is rare, but described also, e.g., for *D. rerio*^14^. In the amoeba, clusters of the rDNA palindromes can condense into chromosome-like bodies^41^. This poses the question whether ribose methylation might be affected by limited accessibility for the snoRNPs to the nascent transcript. Our data indicates that the 2′-*O*-Me modification can be actually introduced equally well on rRNAs transcribed from extrachromosomal rDNA, as compared to chromosomally encoded transcripts.

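Computed from 5′ read ends alone, the RMS score of 26S-A1463 was 0.810 ± 0.0720 in axenic AX2 cells, 0.897 ± 0.0354 in AX2 slugs, 0.559 ± 0.206 in axenic ΔdrnB cells and 0.716 ± 0.134 in ΔdrnB slugs (SD, n = 3 each). Exact permutation tests of these scores gave p = 0.1 for slugs against axenic cells of AX2, 0.4 for ΔdrnB slugs against axenic cells, 0.2 for the strains in axenic growth and 0.1 for the strains as slugs, with 0.1 the smallest value possible. From 3′ read ends alone, the score was 0 in all axenic libraries of both strains, and its mean was 0.0951 in AX2 slugs and 0.128 in ΔdrnB slugs. The 3′ read ends at A1463 outnumbered the mean of the flanking positions in 8 of the 12 libraries. Among these, AX2 axenic replicate 3, AX2 slug replicate 2 and ΔdrnB axenic replicate 3 were within counting error of no excess. In the flanks, 3′ read ends made up 5.10% to 16.7% of all read ends.

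**Figure D3:**
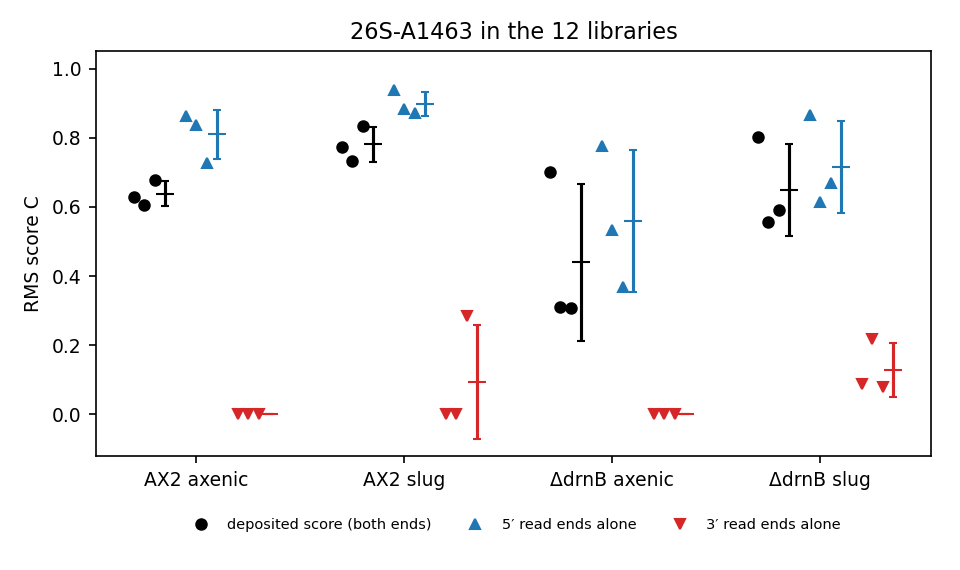
RMS score of 26S-A1463 in each library by strain and stage, from the deposited score (circles), from 5′ read ends alone (upward triangles) and from 3′ read ends alone (downward triangles). Horizontal bars are means of 3 libraries and vertical bars the SD. Replicate 1 of ΔdrnB, the leftmost point of each set, lies above the other replicates at both stages in the deposited score and the 5′ score.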

A single 2′-O-methylated position, 26S-A1463, displayed altered RMS scores in the development of the amoeba and between the investigated strains (Fig. 2 and Supplementary Fig. S4). Such changes were also observed in the development of mouse^30^ and zebrafish^13^. Further, fractionally methylated sites in rRNA residues in cultured human cells became (close to) fully modified in differentiated tissues^70^. These aforementioned studies also all used RMS, as the preferred high-throughput analysis method of 2′-*O*-Me patterns, allowing for single nucleotide analysis in a quantitative manner, unlike alternative approaches. The advantages of RMS were also highlighted in a comparative study on rRNA from *Trypanosoma brucei* that further revealed 2′-*O*-Me patterns, which depended on the living conditions of the parasite^77^. Similar methodological advantages to RMS are also realized by the recently introduced and validated RiboMethSeq tool^78,79^ and the methylated positions reported here for the AX2 strain were at large confirmed independently using this method (Virginie Marchard and Yuri Motorin, personal communication).

For the majority of 2′-O-methylated rRNA positions, we have bioinformatically identified suitable CD RNAs (Fig. 1, Table 1). A subset of 17 such molecules had been reported earlier^43^, and we have added here additional 21 novel box C/D snoRNAs with a target in rRNAs, plus nine without. Previously, small non-coding RNAs in the amoeba were all called DdR-x (x = natural number), for *Dictyostelium discoideum* RNA^43^. With a functional association, we now have decided to rename the box C/D snoRNAs with an rRNA target to CDx (x = natural number), and those without to ORx RNA (for orphan).

### A secondary structure model for the ribosomal RNA in *D. discoideum*

For the localization of the 2′-O-methylated positions, we propose, additionally to the partial Cryo-EM structure of the nascent ribosome, here a complete model for the secondary structure of the large rRNAs in the amoeba (Figs. 3 and 4). This is based on a homology alignment of rRNA sequences from organisms of two evolutionary supergroups, the Opisthokonta and Archaeplastida^31^. In the rRNA models for the Amoebozoan *D. discoideum*, about half of the 2′-O-methylated nucleotides are found close to the A, P and E sites of the ribosome. The remainder localize either in formally single stranded regions or at the very beginning of helical stems where they presumably fulfil a stabilizing function or support rRNA folding. Our models of the *D. discoideum* rRNAs are greatly supported by the previously introduced Cryo-EM structure of the nascent 60S subunit of *Dictyostelium*^71^, that features parts of the proposed structural elements of the 26S rRNA (Fig. 4), while the ESs are not covered in this structure.

In *D. discoideum*, the 2′-O-methylated positions U3254 and G3255 on the 26S rRNA are orthologous to the methylated sites U2921 and G2922 in *S. cerevisiae* (Table 1). In yeast, G_m_2922 is highly important for the docking of transfer RNAs (tRNA) in the A-site via base pairing with C_75_ in their CCA-tail^80^. This suggests that G_m_3255 might fulfill the same function in *Dictyostelium*. U3254 is likely modified by the CD25 RNP (see also below), however, a guide for G_m_3255 is missing (Table 1). 

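26S-U3254 and 26S-G3255 lie side by side within AGUGUUGGAUUGUUCACCCAC, which runs from 3244 to 3264. In axenic AX2 cells the RMS score was 0.9499 ± 0.0173 at U3254 and 0.9499 ± 0.0178 at G3255, and in AX2 slugs it was 0.969 ± 0.00834 and 0.961 ± 0.0150 (SD, n = 3 each). In axenic ΔdrnB cells U3254 had 0.947 ± 0.0357 and G3255 had 0.968 ± 0.00605, and in ΔdrnB slugs the scores were 0.959 ± 0.0117 and 0.9499 ± 0.00805 (SD, n = 3 each). In the 4 comparisons of strain or stage, the largest difference of either site was 0.0190, at U3254 between AX2 slugs and axenic cells (adjusted p = 0.915 from limma).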

Intriguingly, position G2922 in *S. cerevisiae* is modified by the SAM-dependent methyltransferase Spb1, independent of a box C/D snoRNA guide^80^. *Dictyostelium*’s genome encodes the homologous *fsjC* gene (http://dictybase.org/gene/DDB_G0284945), and by analogy we hypothesize that its gene product might fulfil the same function as Spb1 in yeast. We can, however, not exclude that the CD25 RNP might also introduce that methylation by using its + 6 position, in analogy to two *D. rerio* snoRNPs that guide neighbouring positions in the rRNAs^13^.

### The box C/D snoRNA genes

Box C/D snoRNAs in *D. discoideum* are encoded in intergenic regions or as part of introns of protein-coding genes, and in either set-up, they can be generated from mono- or poly-cistronic transcriptional units^62^. The selected set of 38 CD RNAs and their encoding genes display overall features similar to those seen in the original 17 sequences^43^. We found all box C/D snoRNAs in intergenic regions except for CD38, which is encoded in an intron of *DDB_G0283293* (Supplementary Table S5).

Aspegren et al.^43^ had reported three bi-cistronic transcriptional units of snoRNAs being expressed in *D. discoideum*. We identified seven additional clusters with two or three box C/D snoRNA genes (Supplementary Fig. S3). One of the tri-cistronic clusters (on chromosome 5; Supplementary Fig. S3), had been reported to contain CD16 and CD5, but the central CD23 gene had not been noticed at the time^43^. A primary transcript of that cluster was not observed, but for the other three originally reported bi-cistrons, primary transcripts had been shown^43^. The former observation might be explicable if the CD16–CD23–CD5 tri-cistron consists of independent mono- or bicistronic transcription units. In summary, box C/D snoRNAs in *D. discoideum* appear predominantly encoded in intergenic regions, half each as mono- and poly-cistrons.

Not only in *D. discoideum*, but also in other species with three-digit intron sizes, like *A. thaliana*, *S. cerevisiae* or *Schizosaccharomyces pombe* are box C/D snoRNAs largely encoded by independent genes (Supplementary Table S8). By contrast, in eukaryotes with larger introns such as *D. melanogaster* or *H. sapiens*, snoRNAs are more frequently encoded in the intervening sequences of protein-coding genes^81^. Neither the global abundance of introns in protein-coding genes, nor their frequency/gene appear to be correlated with an “intronization” of the box C/D snoRNA genes (Supplementary Table S8). Instead, their number appears increased in the analyzed multicellular organisms compared to those that can exist as unicellular species. In the evolutionary tree, the Amoebozoa with *D. discoideum* branched off after the split of the Archaeplastida (*A. thaliana*) and before the separation of the Opisthokonta encompassing as diverse organisms as *D. melanogaster*, *H. sapiens*, *S. cerevisiae*, or *S. pombe*^31^. This current situation might be explained by snoRNA numbers and their intronization having evolved after the split of the individual supergroups to meet the needs of the individual organism.

### Interactions of CD RNAs with rRNAs in *D. discoideum*

A productive interaction between a box C/D snoRNA and its target has been suggested to require 7–20 base pairs, thereby allowing for G*U pairs and a few mismatches but excluding bulges^82^. However, only 10 base pairs actually fit in the substrate binding channel, as observed for an archaeal box C/D snoRNP^24^. Overall, the interactions that we are proposing for the CD RNA/rRNA pairs adhere to these rules (Supplementary Figs. S5 and S6). The minimum free energy for the formation of the duplexes (Fig. 5) is, however, considerably higher compared to *H. sapiens*^12^. At the same time, the lengths of the interactions do not differ as much. This discrepancy can be attributed to the frequent occurrence of G*U base pairs, the occasional presence of A/C base pairs, and a single G/A mismatch (see below) that are predicted in individual interaction pairs. G*U base pairs have been observed also in analogous pairs of other species^12,13^, and they can be isosteric to Watson–Crick base pairs^74^. However, their occurrence appears more frequent in the amoeba, and in the extreme case of the CD12/26S-U2580 interaction (Supplementary Fig. S6), 3/9 base pairs are G*U. In three predicted duplexes, we noted an A/C base pair that appeared to be confined to the 6th position upstream of the D box (CD7/26S-G711 and CD23/26S-C3292; Supplementary Fig. S5) or D′ box (CD28/17S-C1715; Supplementary Fig. S6). An A/C interaction can also substitute for a canonical Watson–Crick base pair, if the adenosine is protonated, i.e. A(+)/C^75^. Distinct from these is the single G/A mismatch seen in the CD29/17S-U1264 pair (Supplementary Fig. S5) that is likely to cause structural perturbations in the interaction, which possibly is counteracted by the overall 13 base pairs surrounding the mismatch. As had been observed before in zebrafish^13^, the methylated position 17S-G1589 appears to be guided by the + 6 position of CD16 (Supplementary Fig. S6). 

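17S-G1589 had an RMS score of 0.741 ± 0.0630 in axenic ΔdrnB cells and of 0.756 ± 0.157 in ΔdrnB slugs (SD, n = 3 each). Its difference between slugs and axenic cells was 0.0576 in AX2 and 0.0147 in ΔdrnB, within the spread of the replicates (adjusted p = 0.915 and 0.961 from limma). Both axenic means include a replicate 1 whose deposited score is that of the 5′ read ends alone. It is 0.669 in place of 0.241 in ΔdrnB and 0.602 in place of 0.444 in AX2, so both differences rest on these replacements. The duplex of CD16 with G1589 had 13 base pairs and a recomputed energy of -14.5 kcal/mol at 37 °C.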

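The guides of the fractional sites formed 4 duplexes at 3 sites. CD9 and CD13 each paired with 26S-A1463 over 12 base pairs (-15.6 kcal/mol at 37 °C), and CD7 paired with 26S-G711 over 14 base pairs (-9.60 kcal/mol). Counted from the weakest of the 50 duplexes, the one at G711 ranked 8, while those at A1463 ranked 29. The 4 duplexes had a mean energy of -13.8 kcal/mol (SD 2.86) and the 46 duplexes at other sites of -14.6 kcal/mol (SD 4.72). 17S-A1469 has no guide in Table 1 and enters no duplex.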

We noted that non-Watson–Crick interactions occur in all predicted pairs that result in a fractional, but also in some with complete methylation (Table 1 and Supplementary Figs. S5 and S6). However, the overall strength (or weakness) of the CD RNA/rRNA interaction in *D. discoideum* does not appear to correlate with the RMS score (Supplementary Fig. S9), similar to observations made in human cells^12^. 

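Across the duplexes, the RMS score in axenic AX2 cells and the recomputed energy had a Pearson r of -0.0395 (permutation test, two-sided, p = 0.784) and a Spearman rho of -0.0773 (permutation test, p = 0.595). Without the 2 duplexes farthest from the median energy r was -0.0604 (permutation test, p = 0.686), and without the fractional sites, where 26S-A1463 and 26S-G711 carry the lowest scores, it was -0.0223 (p = 0.882, permutation test). Over the other 3 groups of libraries r lay between -0.118 and -0.0236. Duplexes are not independent replicates, since sites such as A1463 enter with more than 1 guide.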

The lower free energies observed for the resulting duplexes (Fig. 5E) might rather be explained by the lower optimal growth temperature of 21 °C of *D. discoideum*^32^, compared to yeast or humans. At this temperature, the inferred stabilities apparently warrant appropriate 2′-*O*-Me levels in the rRNAs in the amoeba (Fig. 2).

### Features of the box C/D snoRNAs

The mature box C/D snoRNAs in *D. discoideum* exhibit generally established characteristics of this class of ncRNAs (Fig. 1). A stable terminal stem, however, is absent in about half of the mature box C/D snoRNAs (Supplementary Table S4). Such stems are considered important for the recognition by the box C/D snoRNA processing machinery^21,22,26,64,83^. In *H. sapiens* or *Xenopus laevis*, a lack of the terminal stem in mature snoRNAs appears to be compensated by self-complementary sequences in their precursors^84,85^. This allows for productive interactions with the processing machinery, upon which these sequences are thought to be removed^21,22,26^. Also in *D. discoideum*, complementary stretches can be found up- and downstream of some box C/D snoRNAs without a terminal stem (data not shown). Therefore, we speculate that these sequences might be present in presumed precursor molecules.

*Dictyostelium discoideum* CD RNAs are predicted to use the antisense elements associated with the weakly conserved D′ box sequences more frequently than those with the highly conserved D boxes (Fig. 5B,C). The latter form, together with the in *D. discoideum* equally conserved C boxes, the terminal k-turn structure (Fig. 1), which is essential for maturation and assembly of the box C/D snoRNP complexes^86,87^. To some extent similar, a preferred usage of the D′ boxes in guiding 2′-*O*-Me to rRNA targets has also been reported for *H. sapiens* and *D. rerio*^12,13^. These studies revealed that in humans, the box C′ and D′ sequences displayed a considerably stronger conservation than seen for the amoeba, while in zebrafish box D′ was also less conserved and box C′ appeared degenerated.

Seven CD RNAs of *D. discoideum* are predicted to utilize both antisense elements (Supplementary Table S7), with no paralogs or other box C/D snoRNAs known to be able to target the associated rRNA positions. At present, it is unknown, whether an interaction of both antisense elements with the target RNA(s) takes place simultaneously or sequentially. For *S. cerevisiae*, a simultaneous usage of both the antisense elements upstream the D and D′ boxes has been proposed, which might bring distant parts of the rRNA structure into proximity, thereby facilitating ribosomal maturation^88,89^. We wondered whether a similar situation might exist for “dual-use” CD RNAs in the amoeba. Since only a partial structure is available for the nascent 60S ribosomal subunit of *Dictyostelium*^71^, we inferred positions not included in that structure by homology to the human ribosome (PDB accession: 4UG0)^90^. Positions targeted by CD1, CD7 and CD19 (Supplementary Table S7) were not considered, as no orthologous methylated sites were found in other species (Table 1). CD25 of *D. discoideum* targets 17S-A612 and 26S-U3254 and the orthologous positions 18S-A668 and 28S-U4468 in the *H. sapiens* ribosome are around 100 Å apart, indicating sequential modification. Despite being distant in sequence, A1370 in helix H39 and G2952 in helix H80, which are both predicted targets of CD13 (Fig. 7A), lie only 16.7 Å apart in the available structure^71^ of the *D. discoideum* 60S subunit (Fig. 7B,C). That structure describes the large subunit at a late stage of maturation. It contains already helices H39 and H80, suggesting that the 2′-*O*-Me (not featured in the structure) must have taken place, as it requires the accessibility of the target sequences. We also cannot exclude that CD13 binds its targets after they reach proximity (Fig. 7). It is tempting to speculate, however, that the CD RNA actually might first spatially orient the target positions, then trigger their methylation, before the helices finally form. This would be supported by similar reports from *S. cerevisiae*^88,89^. Notably, in other species^2^, the orthologous nucleotides are part of the PTC, with G2952 being directly involved in the interaction with the CCA-tail of the tRNA residing in the ribosomal P site. The two predicted 26S rRNA targets of CD15 and CD19 (Supplementary Table S7) are so close that a simultaneous occupation of both positions would appear sterically challenging, if not impossible. On the other hand, it seems feasible that CD1 and CD8 might interact with their respective two predicted 17S positions (Supplementary Table S7) given their spacing. Thus, a simultaneous interaction with the two target sites appears unlikely for some of the “dual use” CD RNAs, but conceivable for others (CD1, CD8 or CD13).

**Figure 7:**
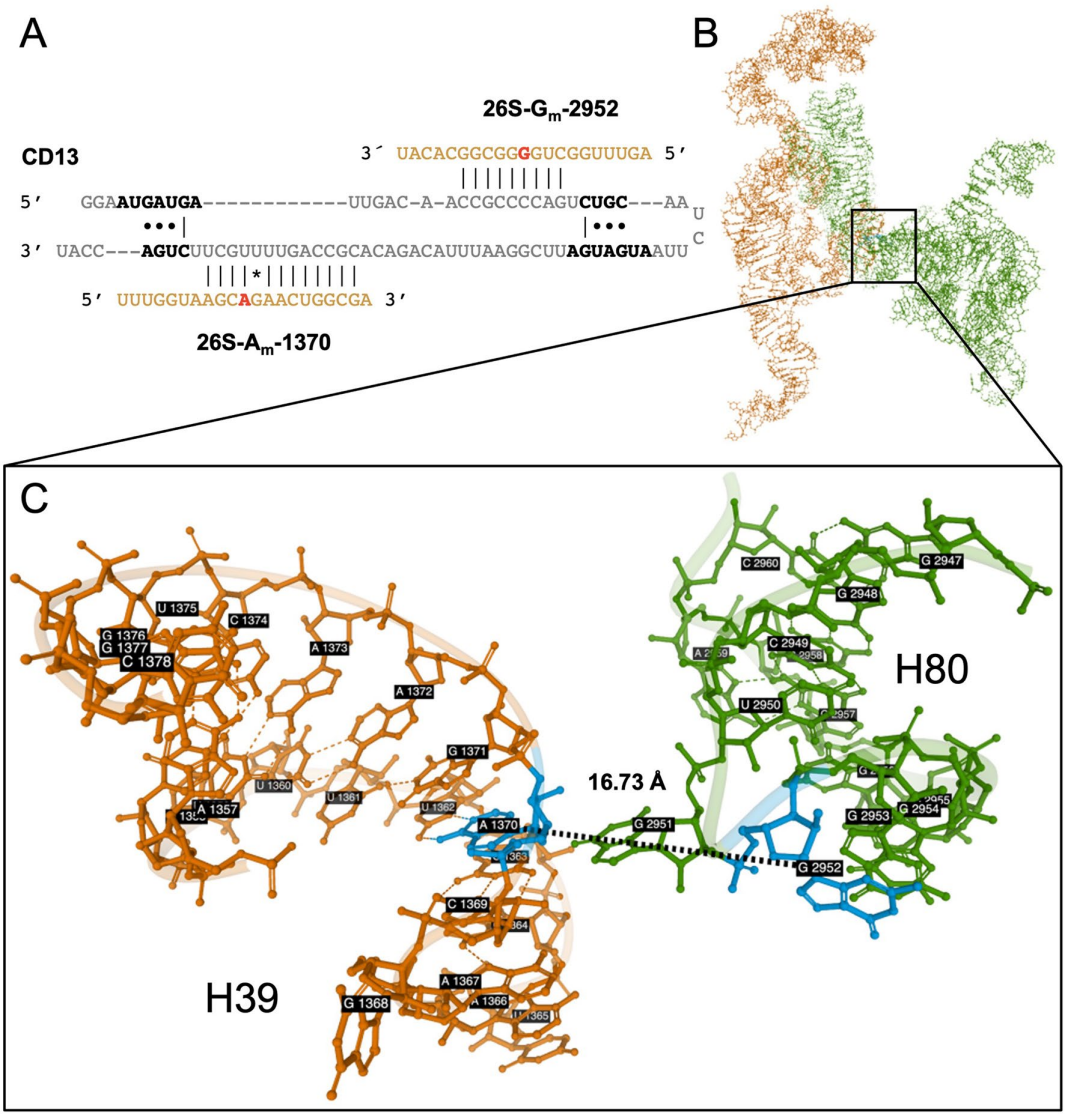
A model on the function of CD13 in guiding 2′-*O*-Me at two positions in the 26S rRNA. (**A**) Binary secondary structure of CD13 bound to positions A1370 and G2952 in the 26S rRNA of *D. discoideum*. (**B**) Scheme of relevant structure parts of the nascent 60S ribosomal subunit of *D. discoideum* (PDB accession: 5AN9) determined at 3.3 Å resolution via cryo-EM^71^. Domain II is displayed in orange and domain V in green (cf. Fig. 4). (**C**) Close vicinity (16.7 Å) of nucleotide A1370 in helix H39 and nucleotide G2952 in helix H80 (both positions colored in blue).

### Alternative functions of *D. discoideum* box C/D snoRNAs?

We noted that a substantial set of 22 box C/D snoRNAs are differentially accumulated in the development of the amoeba compared to axenic growth, however, without manifesting in altered 2′-*O*-Me levels at the targeted positions (Fig. 6). This indicates that the amounts of CD RNAs are under either condition sufficient to warrant the appropriate 2′-*O*-Me levels (Supplementary Fig. S7C). Changes in the level of individual CD RNAs during development of the amoeba had already been observed in northern blots, e.g. for CD9, CD13 or CD15^43^. This is similar to data from *D. melanogaster*^91^ and *D. rerio*^13^. In the absence of an influence on 2′-*O*-Me levels in the amoeba (Supplementary Fig. S7D), developmental changes of many box C/D snoRNAs might instead point towards other physiological roles. Established is an alternative function as small Cajal Body RNAs (scaRNAs), which are structurally similar to box C/D snoRNAs, carrying an additional CAB box motif, but guide the sequence-specific methylation of small nuclear RNAs (reviewed for example in Refs.^16,92^). Also, some box C/D snoRNAs are involved in the processing of precursor rRNA molecules in a variety of organisms (summarized in Ref.^87^). While 2′-*O*-Me in tRNA is usually introduced by specialized stand-alone methyltransferases, e.g. Ref.^93^, certain positions are also guided by specific box C/D snoRNAs (reviewed in Ref.^16^), either alone or together with a dedicated box C/D scaRNA, like in the case of the wobble cytidine 34 of human tRNA^Met^^94^. Further functions that are conceivable also for *D. discoideum* box C/D snoRNAs encompass rRNA acetylation^88,95^, regulation of 3′ pre-mRNA processing^96,97^ or even the generation of small, sno-derived RNAs that might have regulatory functions, as described for other organisms^98–100^. Future work will show whether these possible functions are realized in *D. discoideum* by any of the OR RNAs or those CD RNAs, in which one antisense sequence lacks an identified rRNA target.

## Supplementary Information

Supplementary Information.

## Data Availability

The nucleotide sequence of the 17S rRNA of *D. discoideum *reported in this paper has been included in the GenBankTM/EBI Data Bank entry with accession number OK576654. The RMS data have been deposited under the GEO accession GSE186560.

# Supplementary material for: Fractional 2′-O-methylation in the ribosomal RNA of Dictyostelium discoideum supports ribosome heterogeneity in Amoebozoa
**Source:** Sci Rep. 2022 Feb 4;12:1952. doi: 10.1038/s41598-022-05447-w
**Supplement:** Supplementary file 1 — Supplementary Information.

Fractional 2'-O-Methylation in the ribosomal RNA of *Dictyostelium discoideum* supports ribosome heterogeneity in Amoebozoa

Jan Diesend¹, Ulf Birkedal^{2,3}, Jonas Kjellin⁴, Jingwen Zhang¹, Kim Philipp Jablonski¹, Fredrik Söderbom⁴, Henrik Nielsen^{2,5} and Christian Hammann^{1,*}

³ present address: Department of Clinical Genetics, University Hospital Copenhagen, Denmark

Ribogenetics, Biochemistry Laboratory, Department of Life Sciences and Chemistry, Jacobs University Bremen gGmbH, Campus Ring 1, 28759 Bremen, Germany

This file contains:

Table S1. RNA-seq data sets retrieved from SRA

Table S2. Oligonucleotides used in this study

Table S3. Accession numbers of rRNA sequences used in this study

Table S4. Parameters for snoScan and Classifier Scores

Table S5. Genomic location of C/D box snoRNAs with predicted rRNA methylation sites for CD RNAs

Table S6. Main differences of ribosomal expansion segments in *D. discoideum* compared to *H. sapiens*

Table S7. Targets of CD RNAs which utilize box D and box D'

Table S8. Intronization of box CD snoRNAs in selected eukaryotic organisms

Figure S1. Selection criteria for box C/D snoRNAs in *D. discoideum*.

Figure S2. Size estimation of box C/D snoRNAs in *Dictyostelium* using primer extension.

Figure S3. Novel genomic clusters of box C/D snoRNAs in *D. discoideum*.

Figure S4. Comparison of RMS scores in axenic growth and the development of AX2 and $\Delta drnB$.

Figure S5. Predicted base pairing between rRNA and CD RNAs utilizing the D box motif.

Figure S6. Predicted base pairing between rRNA and CD RNAs utilizing the D' box motif.

Figure S7. Analysis of box C/D snoRNA expression in axenic growth and development of the AX2 and $\Delta drnB$ strains, and the relationship to 2'-O methylation in rRNA.

Figure S8. Northern blot analysis of selected box C/D snoRNA in axenic growth and development of the AX2 and $\Delta drnB$ strains.

Figure S9. 2D plot of RMS score against MFE.

Supplemental References

Table S1. RNA-seq data sets retrieved from SRA^{a 1}

Strain	Stage	Replicate	Accession
AX2	axenic	1	SRX3776204
AX2	axenic	2	SRX3776205
AX2	slug	1	SRX3776206
AX2	slug	2	SRX3776207
$\Delta drnB$	axenic	1	SRX3776208
$\Delta drnB$	axenic	2	SRX3776209
$\Delta drnB$	slug	1	SRX3776210
$\Delta drnB$	slug	2	SRX3776211

^a<https://www.ncbi.nlm.nih.gov/sra>

Table S2. Oligonucleotides used in this study

#	Name	Sequence (5' -> 3')
1	CD1	AACCTCTTAGTTTTGGTCAAC
2	CD2	AGTTTTTGGCTTAATTAAAAATTAAA
3	CD3	AGTTTTTGGCTTAATAAAATATTAAA
4	CD4	AGTAACTATGAATATAGAATCAC
5	CD5	AGGAAAATTTAGATAACGCAAA
6	CD6	GTTAAAGACCTTACCACAG
7	CD7	ATTTGTGCGAACACGGA
8	CD8	AGACAATAAATGATCGATCAAA
9	CD9	GTCAGAAGCAAAACTGG
10	CD10	TTAAATGGAAAATCGTTATAATCA
11	CD11a/b	AGACAATAAAAAATAAGGAACAAA
12	CD12	TCAATTTTCGTCATAGGTTATA
13	CD13	AAGCAAAACTGGCGTGT
14	CD14	GGCTAAAGATCATCAACAG
15	CD15	AAGACTGTCGTGAGAAATC
16	CD16	AAATTTCCATTTCAGCATGATT
17	CD17	TTGTAATTTTTAAGAATCGTCTAT
18	CD18	ACGTGTTAAAAAAGATGTCC
19	CD19	AGATCTTGATGTAAATTGGAAA
20	CD20	ATTCTATAAGTGTAATAATTAATGAT
21	CD21	TGTTTTAAAAAACAGCCAAAG
22	CD22	GAAAGAATAATGCATAGTCTC
23	CD23	AAGACTGTCGTGAGAAATC
24	CD25	TATTA AAAAGCTCGTTGTTTTTTT
25	CD26	ATGTTATAGAAGAAGTAATGTTTT
26	CD27	AGTCAAATGTATTATGTAGAATT
27	CD28	ACAAAAATTTTGTACACGTAATG
28	CD29	ATGGTGTTGCATGGTAAATA
29	CD30	TGCTTGACTACTAGATAGG
30	CD31	AGTTATTATAATTTGAATCAGCAA
31	CD32	GTCATCTATCATAAGTTTCAGC
32	CD33	TCGATTCGGTATCAATGAAGCT
33	CD34	ATTCCGCATGACGATTCTCA
34	CD35	TCAACATGGCTTAATAGAATG
35	CD36	AGGGAGGCCGTTCTTATCAAT
36	CD37	GACAGTCATGACAAAGGTGCT
37	OR6	GATCGATCCCTCCCTGCCAGT
38	tRNA-Gln ^{UUC} NB probe	CTCCCCATTCGGAATCGAA
39	CD6 NB	GGCCAACAATTTTCTCAGCAAGAC
40	CD9/13 NB	GGCGGTGATATATCATCATTCA
41	CD24 NB	ACAGAACTCTAGTCTTTAGCTGT

Table S3. Accession numbers of rRNA sequences used in this study

**Species**	**Subunit**	**Accession**	**length [nt]**
<i>A. thaliana</i>	18S	X16077.1	1809
<i>A. thaliana</i>	25S	X52320.1	3539
<i>C. elegans</i>	18S	NR_000054.1	1754
<i>C. elegans</i>	26S	NR_000055	3509
<i>D. discoideum</i>	17S	FR733593.1	1871
<i>D. discoideum</i>	26S	FR733594.1	3741
<i>D. melanogaster</i>	18S	NR_133559.1	1995
<i>D. melanogaster</i>	28S	NR_133562.1	3970
<i>H. sapiens</i>	18S	NR_146146.1	1869
<i>H. sapiens</i>	28S	NR_003287.4	5070

Table S4. Parameters for snoScan and Classifier Scores

RNA ^a	Parameters and values from Scan								Parameters and values additionally used for Classifier Score (CS)			
	C box	C score	D box	D score	TS ^b length (bp)	TS ^b likely formed	TS ^b score	Scan Score ^c	RNAseq expression	C-D gap (nt)	Gap score	CS ^d
CD1	AUGAUGA	12.73	CUGA	8.05	6	Yes	0.27	21.05	15	50	5	41.05
CD2	AUGAUGA	12.73	CUGA	8.05	2	No	-1.65	19.13	15	68	5	39.13
CD3	AUGAUGA	12.73	CUGA	8.05	1	No	-1.90	18.88	15	68	5	38.88
CD4	GUGAUGA	10.76	CUGA	8.05	4	No	-0.93	17.88	15	90	5	37.88
CD5	AUGAUGA	12.73	CUGA	8.05	4	No	-0.93	19.85	15	65	5	39.85
CD6	AUGAUGA	12.73	CUGA	8.05	5	Yes	2.88	23.66	15	70	5	43.66
CD7	AUGAUGA	12.73	CUGA	8.05	6	Yes	2.61	23.39	15	81	5	43.39
CD8	GUGAUGA	10.76	CUGA	8.05	4	No	-0.91	17.90	15	73	5	37.90
CD9	AUGAUGA	12.73	CUGA	8.05	2	No	-0.95	19.83	15	65	5	39.83
CD10	AUGAUGA	12.73	CUGA	8.05	6	Yes	2.42	23.20	15	65	5	43.20
CD11b	AUGAUGU	7.48	CUGA	8.05	7	Yes	3.88	19.41	15	60	5	39.41
CD11a	AUGAUGU	7.48	CUGA	8.05	2	No	-1.65	13.88	15	60	5	33.88
CD12	GUGAUGA	10.76	CUGA	8.05	5	Yes	2.36	21.17	15	59	5	41.17
CD13	AUGAUGA	12.73	CUGA	8.05	3	Yes	0.52	21.30	15	66	5	41.30
CD14	AUGAUGA	12.73	CUGA	8.05	5	Yes	3.93	24.71	15	71	5	44.71
CD15	CUGAUGA	8.44	CUGA	8.05	1	No	-1.90	14.59	15	97	5	34.59
CD16	AUGAUGA	12.73	CUGA	8.05	3	Yes	0.14	20.92	15	62	5	40.92
CD17	AUGAUGA	12.73	CUGA	8.05	2	No	-0.62	20.16	15	54	5	40.16
CD18	AUGAUGA	12.73	CUGA	8.05	8	Yes	3.94	24.72	15	54	5	44.72
CD19	GUGAUGA	10.76	CUGA	8.05	5	No	-1.48	17.33	15	57	5	37.33
CD20	GUGAUGA	10.76	AUGA	3.77	1	No	-2.41	12.12	15	65	5	32.12
CD21	GUGAUGA	10.76	CUGA	8.05	5	Yes	0.77	19.58	15	59	5	39.58
CD22	GUGAUGA	10.76	CUGA	8.05	5	No	-1.56	17.25	15	61	5	37.25
CD23	AUGAUGA	12.73	CUGA	8.05	4	Yes	0.90	21.68	15	61	5	41.68
CD24	AUGAUGA	12.73	CUGA	8.05	4	No	-0.93	19.85	15	59	5	39.85
CD25	AUGAUGA	12.73	CUGA	8.05	7	Yes	1.98	22.76	15	62	5	42.76
CD26	AUGAUGA	12.73	CUGA	8.05	5	Yes	1.14	21.92	15	62	5	41.92
CD27	AUGAUGA	12.73	AUGA	8.05	6	Yes	0.18	20.96	15	63	5	40.96
CD28	AUGAUGU	7.48	CUGA	8.05	7	Yes	4.08	19.61	15	65	5	39.61
CD29	AUGAUUG	3.27	CUGA	8.05	7	Yes	1.78	13.10	15	66	5	33.10
CD30	AUGAUUA	7.81	AUGA	3.77	2	No	-0.62	10.96	15	74	5	30.96
CD31	AUGAUGA	12.73	CUGA	8.05	2	No	-0.62	20.16	15	61	5	40.16
CD32	AUGAUGA	12.73	CUGA	8.05	7	Yes	0.93	21.71	15	55	5	41.71
CD33	AUGAUUA	7.81	AUGA	3.77	2	No	-0.62	10.96	15	74	5	30.96
CD34	AUGAUUA	7.81	AUGA	3.77	3	No	-1.69	9.89	15	61	5	29.89
CD35	AUGAUGA	12.73	CUGA	8.05	4	No	-0.32	20.46	15	75	5	40.46
CD36	AUGAUGA	12.73	CUGA	8.05	4	Yes	0.08	20.86	15	74	5	40.86
CD37	AUGAUUA	7.81	AUGA	3.77	3	Yes	0.33	21.05	15	66	5	31.91
CD38	AUGAUGA	12.73	CUGA	8.05	4	Yes	0.81	17.55	15	74	5	41.59
OR1	AUGAUGA	12.73	CUGA	8.05	1	No	-1.90	21.09	15	71	5	38.88
OR2	GUGAUGA	10.76	CUGA	8.05	6	Yes	2.28	18.88	15	61	5	41.09
OR3	AUGAUGA	12.73	CUGA	8.05	1	No	-1.90	18.88	15	71	5	38.88
OR4	AUGAUGA	12.73	CUGA	8.05	1	No	-1.90	13.30	15	72	5	38.88
OR5	AUGCUGA	8.15	CUGA	8.05	2	No	-1.66	11.91	15	71	5	34.54
OR6	AUGAUUA	7.81	AUGA	3.77	6	Yes	1.72	21.59	15	70	5	33.30
OR7	AUGAAGA	7.52	CUGA	8.05	4	Yes	1.98	16.56	15	53	5	37.55
OR8	AUGAGGA	8.23	CUGA	8.05	5	Yes	0.28	15.30	15	60	5	36.56
OR9	CUGAUGA	8.44	CUGA	8.05	1	No	-1.19	14.54	15	83	5	35.30

^a Sequences with predicted methylation sites in rRNA are named CDx. and those without ORx for ORphan (x: natural number)^b TS: terminal stem^c snoScan Score = C score + D score + TS score^d Classifier Score (CS) = snoScan Score + RNAseq expression + Gap score

Table S5. Genomic location of C/D box snoRNAs with predicted rRNA methylation sites for CD RNAs^a

RNA	Chrom. ^b	Start nt	End nt	Strand	Length [nt]	GC%	Predicted methylation site(s)
CD1	3	4409414	4409479	+	66	36.36	26S-Gm2132; 17S-Um1456; 17S-Gm1506
CD2	5	2599916	2599999	-	84	34.52	26S-Gm2661
CD3	1	3858016	3858099	-	84	33.33	26S-Gm2661
CD4	3	1341617	1341723	+	107	32.71	26S-Am2522
CD5	5	2585362	2585443	-	82	31.71	26S-Gm2984
CD6	2	7681951	7682036	-	86	34.88	26S-Gm3148
CD7	5	2249625	2249721	-	97	44.33	26S-Am711; 17S-Cm991
CD8	4	4444847	4444936	-	90	38.89	17S-Am432; 17S-Am466
CD9	3	4409131	4409211	+	81	40.74	26S-Am1370; 26S-Am1463
CD10	2	5045624	5045704	+	81	24.69	17S-Am1133
CD11a	2	7539516	7539591	-	76	38.16	26S-Am3279
CD11b	2	7539236	7539311	-	76	36.84	26S-Am3279
CD12	5	1152274	1152354	-	81	28.40	26S-Am841; 26S-Um2580
CD13	5	2600248	2600331	-	84	44.05	26S-Am1370; 26S-Am1463; 26S-Gm2952
CD14	3	3885476	3885562	+	87	31.03	26S-Gm2554
CD15	4	59280	59392	+	113	36.28	26S-Cm3281
CD16	5	2586030	2586108	-	79	32.91	26S-Gm1686; 17S-1588
CD17	2	2854096	2854165	-	70	27.14	26S-Um2170
CD18	4	5364580	5364650	-	71	29.58	17S-Am28
CD19	4	1888032	1888103	+	73	32.88	26S-Cm1673; 26S-Cm1685; 17S-Am796
CD20	6	2022190	2022263	+	74	27.03	17S-Um1255
CD21	5	3090313	3090388	+	77	31.17	17S-Um571
CD22	5	3090012	3090090	+	79	32.91	26S-Um2687
CD23	5	2585693	2585770	-	78	33.33	26S-Cm3292
CD24	3	2159499	2159574	+	76	34.21	26S-Am844
CD25	2	5722386	5722463	-	78	28.21	26S-Um3254; 17S-Am612
CD26	4	5364890	5364967	-	78	28.21	26S-Cm2603
CD27	1	4758315	4758393	+	79	22.78	26S-Am2159
CD28	4	5364289	5364369	-	81	35.80	17S-Cm1715
CD29	5	3859231	3859312	+	82	31.71	17S-Um1264
CD30	3	2037101	2037191	-	91	35.16	26S-Um2683
CD31	3	5036106	5036180	-	75	18.67	26S-Um2164
CD32	2	3177912	3177988	+	71	28.17	26S-Um2170
CD33	5	479167	479234	+	68	29.41	26S-Am1689
CD34	5	4272206	4272283	-	78	21.79	26S-Am2592
CD35	5	2434788	2434879	+	92	32.61	17S-Cm38
CD36	2	5722103	5722190	-	91	32.97	26S-Gm3124
CD37	1	3858279	3858361	-	83	39.76	17S-Gm1266
CD38	4	474437	474527	+	91	25.27	26S-Cm3212
OR1	2	4524799	4524900	+	102	37.25	-
OR2	4	4445171	4445247	-	77	36.36	-
OR3	4	5385832	5385918	-	87	33.33	-
OR4	4	5384392	5384479	-	88	31.82	-
OR5	2	6880357	6880444	+	88	38.64	-
OR6	4	1682178	1682262	-	85	30.59	-
OR7	4	1496745	1496814	-	70	37.14	-
OR8	3	5321597	5321673	-	77	22.08	-
OR9	4	1663005	1663104	-	100	35.00	-

^aAll box C/D snoRNAs are encoded intergenically, except for CD38, which is encoded in an intron of DDB_G0283293. Sequences with predicted methylation sites in rRNA are named CDx, and those without ORx for ORphan (x: natural number).

^bChromosomal accessions at www.dictybase.org are DDB0232428 (chr. 1), DDB0232429 (chr. 2), DDB0232430 (chr. 3), DDB0232431 (chr. 4), DDB0232432 (chr. 5), and DDB0232433 (chr. 6).

Table S6. Main differences of ribosomal expansion segments in *D. discoideum* compared to *H. sapiens*

Subunit	Expansion segment	Difference
SSU	h9ES3	h9ES3a completely missing; h9ES3b conserved in structure; h9ES3c prolonged
	h21ES6	h21ES6a conserved. contains the <i>D. discoideum</i> -specific methylation site Am796; h21ES6b extended; h21ES6c missing; h21ES6d conserved
	h26ES	completely missing
LSU	h39ES9	almost 70 nt longer
	H9ES3	constituted by the loop of H9. 6 nt smaller
	H25ES7	H25ES7a: ca. 200 nt shorter; H25ES7b: ca. 160 nt shorter; H25ES7c: 6 bp shorter; H25ES7d: completely missing; H25ES7e: ca. 40 nt shorter; H25ES7f: ca. 70 nt shorter; H25ES7g: completely missing; H25ES7h: similar length. different structure; three additional helices (now called H25ES7i-k)
	H28ES8	stem loop 3 nt shorter
	H30ES9	similar length, different structure
	H31ES9	stem loop 4 nt longer
	H38ES10	completely absent
	H38ES12	H38ES12a corresponds to H38ES12 in human LSU. H38ES12a 2 bp shorter with additional bulge near helix terminus; Additional helix (now called H38ES12b).
	H45ES15	completely absent
	H52ES19	H52ES19a corresponds to H52ES19 in human LSU. H52ES19a is similar length. different structure; Additional helix (now called H52ES19b).
	H54ES20	H54ES20a 5 bp shorter in Dicty; H54ES20b completely missing
	H63ES27	Overall almost 570 nt shorter: H63ES27a is 280 nt shorter. H63ES27b is almost completely missing.
	H78ES30	completely absent.
	H79ES31	Size is similar, but less structured with H79ES31a being structurally conserved and H79ES31b not formed
	H98ES39	Overall 110 nt shorter and less structured with H98ES39a being 95 nt shorter and H98ES39b being 15 nt shorter

Table S7. Targets of CD RNAs which utilize box D and box D'

CD RNA	box D target	Domain	box D' target	Domain	Distance [nt]
CD1	17S-U1456	3' major	17S-G1506	3' major	50
CD1	17S-U1456	3' major	26S-A2132	III	-
CD7	26S-G711	I	17S-C991	C	-
CD8	17S-A466	5'	17S-A432	5'	34
CD13	26S-A1370	II	26S-G2952	V	1581
CD15	26S-C3292	V	26S-C3281	V	11
CD19	26S-C1673	II	26S-C1685	II	12
CD19	26S-C1673	II	17S-A796	C	-
CD25	17S-A612	5'	26S-U3254	V	-

Table S8. Intronization of box CD snoRNAs in selected eukaryotic organisms

Organism	Fraction of genes with introns	Average intron size	Introns per gene	Number of C/D snoRNA genes
<i>D. discoideum</i>	65.2% ^a	129 bp ^a	1.85 ^a	47 ^b
<i>S. pombe</i>	43.0% ²	107 bp ³	0.9 ⁴	32 ⁵
<i>S. cerevisiae</i>	5.0% ⁶	256 bp ³	0.05 ⁴	46 ⁵
<i>D. melanogaster</i>	80.0% ⁷	1639 bp ⁸	4.67 ⁹	111 ⁵
<i>H. sapiens</i>	97.0% ¹⁰	3365 bp ¹¹	7.8 ¹²	275 ⁵
<i>A. thaliana</i>	79.1% ¹³	168 bp ¹⁴	4.8 ¹⁵	185 ⁵

^a www.dictybase.org^b this study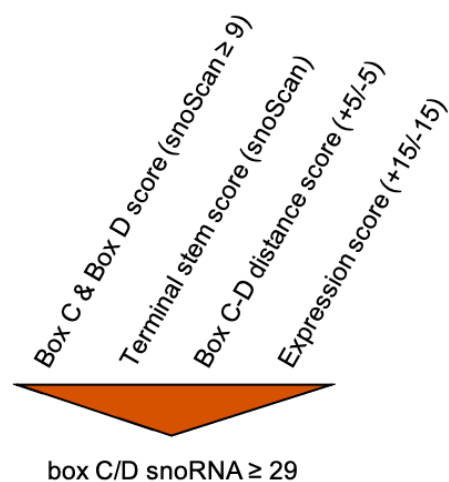**Figure S1. Selection criteria for box C/D snoRNAs in *D. discoideum*.** Classification as box C/D snoRNAs based on snoScan scores for box C and box D, Box C-D distance and terminal stem score, augmented by score or penalty for RNA expression (Mapping to predicted loci and read coverage indicating distinct 5' ends).

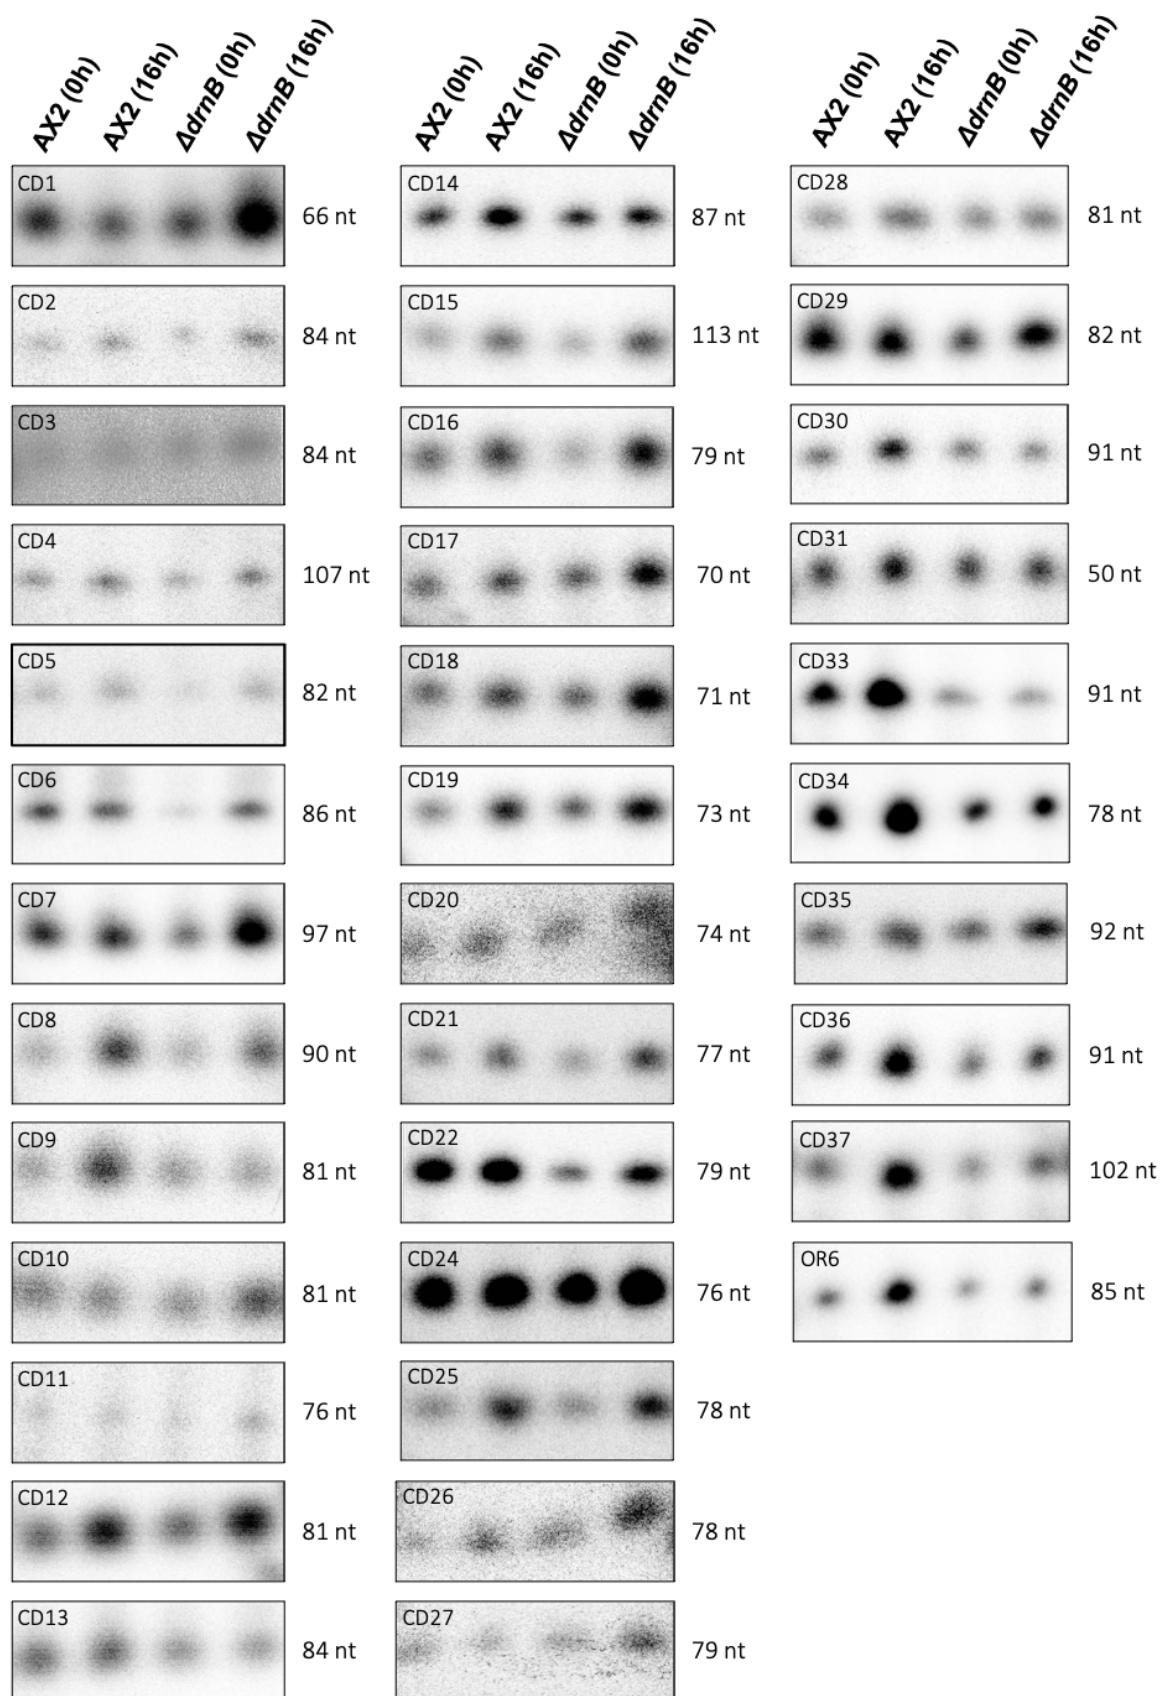

Figure S2. Size estimation of box C/D snoRNAs in *Dictyostelium* using primer extension. Shown are the primer extension products for the indicated box C/D snoRNAs in the Ax2 and $\Delta drnB$ strains in axenic growth and in the slug stage of development. Inferred RNA sizes are shown to the right.

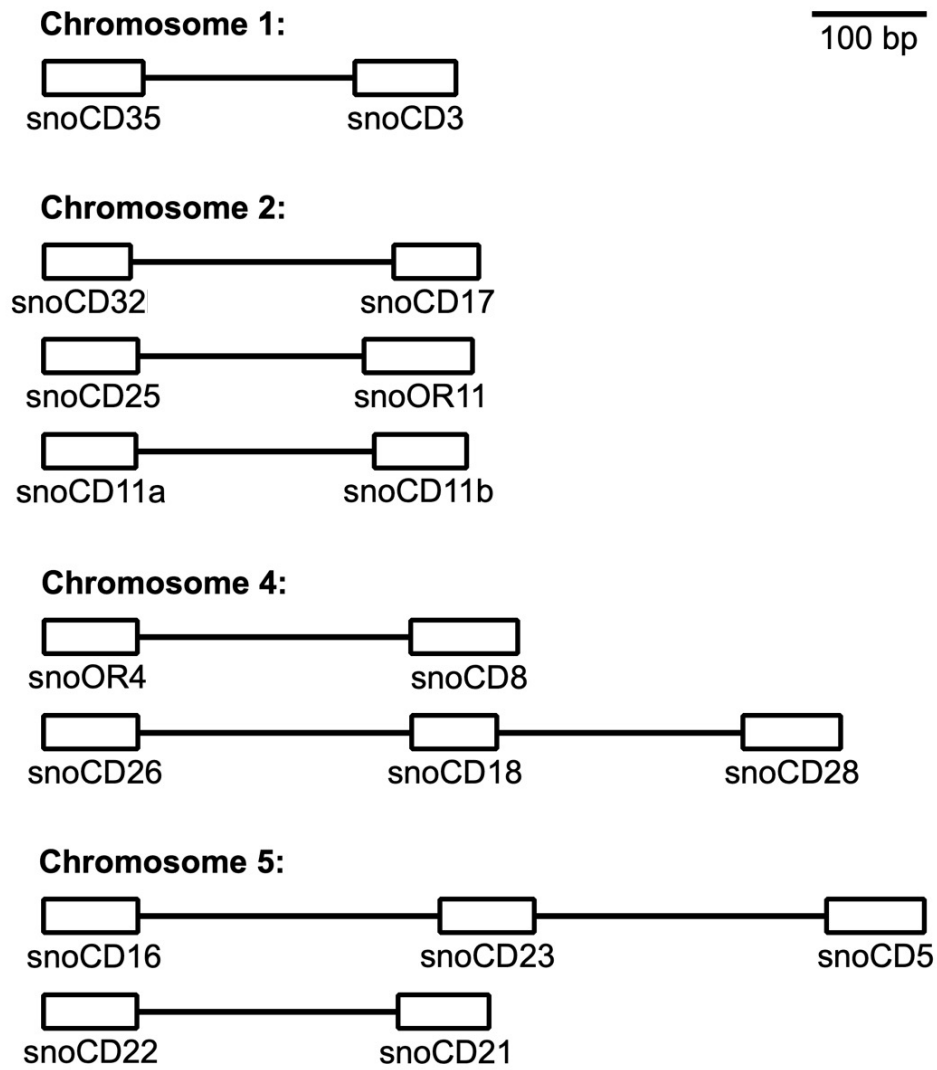

Figure S3. Novel genomic clusters of box C/D snoRNAs in *D. discoideum*. A scale is indicated on the upper right.

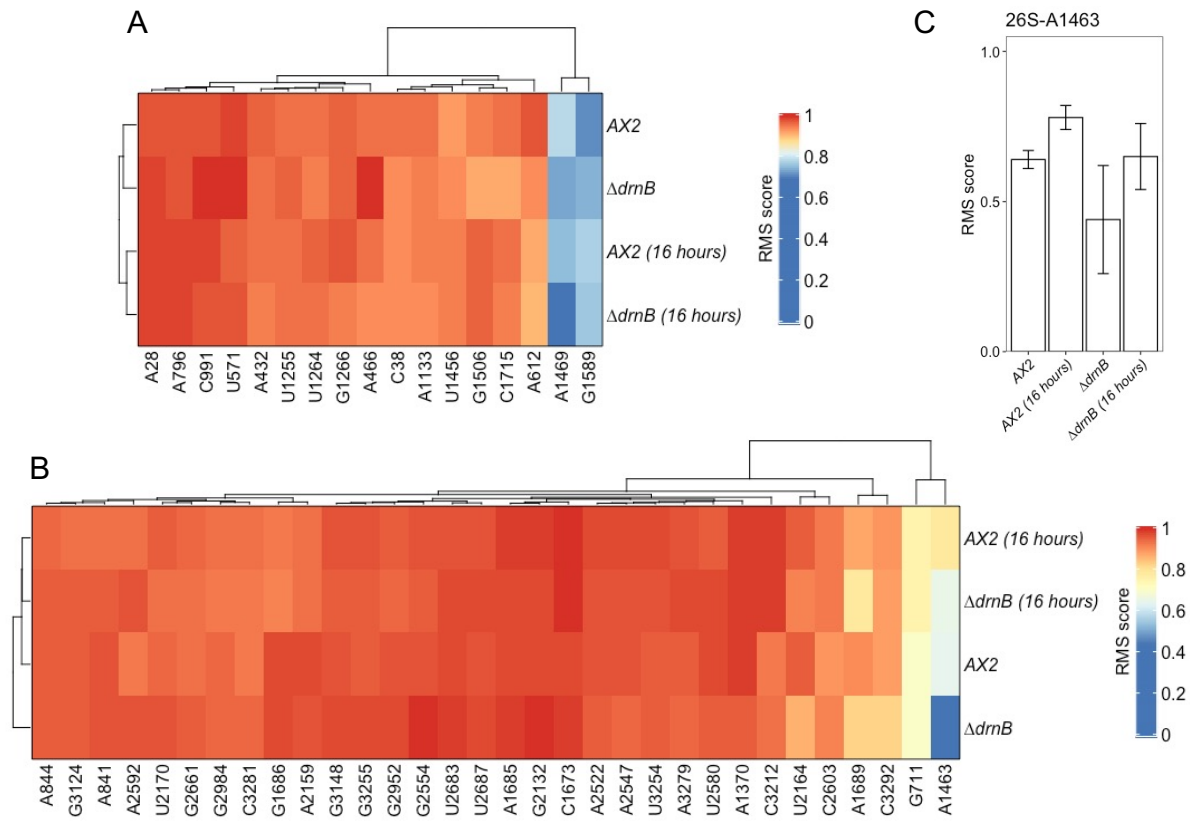

Figure S4. Comparison of RMS scores in axenic growth and the development of AX2 and $\Delta drnB$. Heatmap of RMS scores at all methylated positions on the 17S (A) and the 26S rRNA (B). (C) Example of a differentially methylated site between axenic growth and development of AX2 and $\Delta drnB$.

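The mean RMS scores of the 49 sites correlated across sites between axenic AX2 cells and AX2 slugs (Pearson r = 0.913) and between axenic ΔdrnB cells and ΔdrnB slugs (r = 0.917). Between the strains, r was 0.934 in axenic cells and 0.952 in slugs. These values lean on the 4 fractional sites, and r without them was not computed. In axenic AX2 cells the SD across sites was 0.0719 over all 49 sites and 0.0226 over the other 45. Sites are not independent replicates. The SD between replicates was above 0.10 at 3 sites in AX2 slugs, at 2 in axenic ΔdrnB cells and at 6 in ΔdrnB slugs. 26S-C3292 had 0.886 ± 0.153 in AX2 slugs and 0.882 ± 0.171 in ΔdrnB slugs (SD, n = 3 each), and 26S-G1686 had 0.9196 ± 0.123 in AX2 slugs.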

<u>CD27 - 26S-A2159:</u> <pre> 5' UUG**AUGAUGA**-----U ... 3' ••• 3' AC---**AGUC**UCAGUUUACAUAUA ... 5' 5' GCCUCUGGUC**AAA**UGUAUUA 3' </pre>	<u>CD20 - 17S-U1255:</u> <pre> 5' UUU**GUGAUGA**AAU-----GUAUU ... 3' ••• 3' AC---**AGUC**UAAGAUAUUCAC-A ... 5' 5' UUCAUGAUUC**UAUA**AGUGGUG 3' </pre>
<u>CD25 - 17S-A612:</u> <pre> 5' UUA**AUGAUGA**UUGU-----AUAUG ... 3' ••• 3' AA---**AGUC**AUAAUUUUUCGAGCAA ... 5' * 5' UGUUGCAGUU**AAAA**AGCUCGU 3' </pre>	<u>CD8 - 17S-A466:</u> <pre> 5' CAG**GUGAUGA**ACGUAUUUUGC ... 3' ••• 3' UG---**AGUC**UCUGUUAUUUAC ... 5' 5' GUAGUGAC**AAUAAA**UAUCA 3' </pre>
<u>CD19 - 26S-C1673:</u> <pre> 5' UUG**GUGAUGA**AAAAAAUUUGCUACU ... 3' ••• 3' AC---**AGUC**UCUAGAACUACAUUA ... 5' 5' UAGUGCAGAU**C**UUGAUGGUAG 3' </pre>	<u>CD4 - 26S-A2522:</u> <pre> 5' UAA**GUGAUGA**UAACCCAAUAGA ... 3' ••• 3' UUU---**AGUC**UCAUUGAUACU- ... 5' 5' GGCGGGAGUA**A**CUAGACUCU 3' </pre>
<u>CD9 - 26S-A1370:</u> <pre> 5' UGA**AUGAUGA**----- ... 3' ••• 3' AC---**AGUC**UUCGUUUUGACCGCA ... 5' * 5' UUUGGUAAGC**AGAA**CUGGCGA 3' </pre>	<u>CD13 - 26S-A1370:</u> <pre> 5' GGA**AUGAUGA**-----UU ... 3' ••• 3' UACC---**AGUC**UUCGUUUUGACCGCA ... 5' * 5' UUUGGUAAGC**AGAA**CUGGCGA 3' </pre>
<u>CD1 - 17S-U1456:</u> <pre> 5' UGA**AUGAUGA**AAACAAACAGA ... 3' ••• 3' UC---**AGUC**UUGAAGAAUCA ... 5' 5' AAUUA**AAACU**CUUAGAGGGA 3' </pre>	<u>CD30 - 26S-U2683:</u> <pre> 5' AAA**AUGAUUA**AAACGAUUUUGAUC ... 3' ••• 3' UU---**AGUA**ACGAACUGAUGAUCU ... 5' 5' CUGUUGAGCU**U**GACUCUAGUC 3' </pre>
<u>CD23 - 26S-C3292:</u> <pre> 5' A-AU**AUGAUGA**A-G-UAAUU-----C ... 3' ••• 3' UAC---**AGUC**UUCUGACAGCACUCU- ... 5' 5' UGGGUUUAG**ACCG**UCGUGAGA 3' </pre>	<u>CD9 - 26S-A1463:</u> <pre> 5' UGA**AUGAUGA**----- ... 3' ••• 3' AC---**AGUC**UUCGUUUUGACCGCA ... 5' ** 5' UUAAGACAGC**AGG**ACGGUGGC 3' </pre>

Figure S5. Predicted base pairing between rRNA and CD RNAs utilizing the D box motif. Shown are part of the rRNA (beige) with the methylated residue (red), and base pairs with relevant sequences of the guiding snoRNAs (grey) and their predicted C and D boxes (bold). Watson-Crick (|) and wobble base pairing (*) between rRNA and snoRNA are indicated. The predicted k-turns formed via non-Watson-Crick base pairing between C/D boxes are designated by (•). Except for the CD29 - 17S-U1264 pair, all k-turns follow the consensus. Pairs are sorted by decreasing stability of the duplex.

<u>CD13 - 26S-A1463:</u> <pre> 5' GGA**AUGAUGA**-----UU ... 3' ... 3' UACC---**AGUC**UUCGUUUUGACCGCA ... 5' ** 5' UUAAGACAGC**A**GGACGGUGGC 3' </pre>	<u>CD7 - 26S-G711:</u> <pre> 5' UGA**AUGAUGA**UUGG-----U ... 3' ... 3' CC---**AGUC**UAAACACGCUUGUGCCU ... 5' * * 5' UUUUGUUU**G**CGUGGCUUGGCC 3' </pre>
<u>CD29 - 17S-U1264:</u> <pre> 5' CAA**AUGAUUG**AAAACCAAUA-UUUUAUA ... 3' ... 3' CU---**AGUC**UACCACAACGUACCAUUU ... 5' 5' AUAAGUGG**U**GGUGCAUGGUC 3' </pre>	

Figure S5. Predicted base pairing between rRNA and CD RNAs utilizing the D box motif; ctd.

<u>CD35 - 17S-C38:</u><br><br>3' GAAUUAGAAACUCUG 5'<br><br>5' UUUAAUCUUUGAGAA **CUAA** 3'	<u>CD7 - 17S-C991:</u><br><br>3' CAUAGACUAGCAGAA 5'<br><br>5' UUAUCUGAUCGUCUG **UUGA** 3'
<u>CD31 - 26S-U2164:</u><br><br>3' GAUGUAAUUAUGUAA 5'<br><br>5' AUACAUAUUAUACAU **CUUA** 3'	<u>CD32 - 26S-U2170:</u><br><br>3' GAAUAGAUGUAAAU 5'<br><br>5' AUUAUCUACAUAUAG **CUGA** 3'
<u>CD10 - 17S-A1133:</u><br><br>3' GGCAGUUAAGGAAAUUC 5'<br>* 5' AUGUCAAUUCCUUAAAC **AUGA** 3'	<u>CD18 - 17S-A28:</u><br><br>3' CUGUUCGU **AUACU** 5'<br><br>5' UACAAGCAUAUGU **CUGA** 3'
<u>CD17 - 26S-U2170:</u><br><br>3' AAUAGAUGUAAAU 5'<br><br>5' AUAUCUACAUAUAG **CUGA** 3'	<u>CD14 - 26S-G2554:</u><br><br>3' AAUCUACUG **CUCC** 5'<br><br>5' CUAGAUGACGAGU **CAUA** 3'
<u>CD38 - 26S-C3213:</u><br><br>3' AUUCUUCUCGGGCU 5'<br><br>5' AAAGAAGAGCCGU **AUUA** 3'	<u>CD36 - 26S-G3124:</u><br><br>3' AAGACUGUGGAGAUCC 5'<br>* 5' UUCUGACACUUCUAGA **GUGA** 3'
<u>CD8 - 17S-A432:</u><br><br>3' UCAUUAAACGCG 5'<br><br>5' CGUAAUUUGCGU **AUGA** 3'	<u>CD19 - 26S-A1685:</u><br><br>3' AUAAACGAUGAU 5'<br><br>5' AAUUUGCUACUG **CUGC** 3'
<u>CD34 - 26S-G2592:</u><br><br>3' CACCCUUAAGAGU 5'<br><br>5' AUGGGAAUCUCU **CUUA** 3'	<u>CD26 - 26S-C2603:</u><br><br>3' UCAAUCC **CUGUC** 5'<br><br>5' UGUUAGGGACAU **CUUA** 3'
<u>CD1 - 17S-G1506:</u><br><br>3' GUGUCUGGACAA 5'<br><br>5' AACAGACCUGAU **CUGA** 3'	<u>CD33 - 26S-A1689:</u><br><br>3' CUUAUA **AACGA** 5'<br><br>5' CAAUAUUUGCC **CUGA** 3'

Figure S6. Predicted base pairing between rRNA and CD RNAs utilizing the D' box motif. Shown are part of the rRNA (beige) with the methylated residue (red), and base pairs with relevant sequences of the guiding snoRNAs (grey) and their predicted D box (bold). Watson-Crick (|) and wobble base pairing (*) between rRNA and snoRNA are indicated. As the k-loop is less well conserved, the sequences of the C' boxes are not shown. Pairs are sorted by decreasing stability of the duplex. Position 17S-G1589 is exceptional being targeted by the +6 position of CD16 (marked).

<u>CD13 - 26S-G2952:</u><br><br>3' **CGGCGGGGUCG** 5'<br><br>5' ACCGCCCCAGU **CUGC** 3'	<u>CD6 - 26S-G3148:</u><br><br>3' **CAAUAGGACA** 5'<br><br>5' UUUAUCCUGU **CUUA** 3'
<u>CD24 - 26S-A844:</u><br><br>3' **GAACUAGGCACAAA** 5'<br>* 5' UUUGAUUCGUGUUU **CUGA** 3'	<u>CD2 - 26S-G2661:</u><br><br>3' **AGAAGAAAGGGCG** 5'<br>* 5' AUUUCUUUCCCCGU **CCGA** 3'
<u>CD3 - 26S-G2661:</u><br><br>3' **AGAAGAAAGGGCG** 5'<br>* 5' AUUUCUUUCCCCGU **CCGA** 3'	<u>CD16 (+6) - 17S-G1589:</u><br><br>3' **UUACUAAUGGGUUA** 5'<br>* * 5' UGUGAUUACUCAAU **UUGA** 3'
<u>CD21 - 17S-U571:</u><br><br>3' **CUUAAUGGCG** 5'<br><br>5' UAAUACCGU **CCGA** 3'	<u>CD37 - 17S-G1266:</u><br><br>3' **UACGUGGUGG** 5'<br><br>5' UUGCACCACU **CUGC** 3'
<u>CD1 - 26S-G2132:</u><br><br>3' **CUCUGGACUA** 5'<br><br>5' CAGACCUGAU **CUGA** 3'	<u>CD16 - 26S-G1686:</u><br><br>3' **UUAUAAACGAUGA** 5'<br>*<br>5' UAUUUUGCUAUU **CUUA** 3'
<u>CD22 - 26S-U2687:</u><br><br>3' **GUCUGAUCUCAGU** 5'<br>*<br>5' AAGACUAGAGUUU **CUGU** 3'	<u>CD15 - 26S-C3281:</u><br><br>3' **AUUUGGGUCGAGU** 5'<br>* 5' CAAACUCAGCUCU **AUGA** 3'
<u>CD19 - 17S-A796:</u><br><br>3' **UACGACGUU** 5'<br><br>5' CUGCUGCAU **UUAA** 3'	<u>CD5 - 26S-G2984:</u><br><br>3' **ACCUGUGAA** 5'<br><br>5' CGGACACUU **UUGA** 3'
<u>CD25 - 26S-U3254:</u><br><br>3' **CCACUUGUUAGG** 5'<br><br>5' UGUGAACAAUCU **CUGA** 3'	<u>CD11 - 26S-A3279:</u><br><br>3' **UGGGUCGAGUGC** 5'<br>* 5' CCUCAGCUCAC **CCGA** 3'

Figure S6. Predicted base pairing between rRNA and CD RNAs utilizing the D' box motif; ctd.

<u>CD28 - 17S-C1715:</u><br><br>3' CGCUGCCCGCCA 5'<br>* 5' UUGACGAGCGGA **CUGA** 3'	<u>CD12 - 26S-A841:</u><br><br>3' GGCACA **A** AGUU 5'<br>* 5' AUGUGUUUCAG **AUGA** 3'
<u>CD12 - 26S-U2580:</u><br><br>3' ACUAGG **U** AAGU 5'<br>** *<br>5' AGAUUUUUUUC **AUGU** 3'	

Figure S6. Predicted base pairing between rRNA and CD RNAs utilizing the D' box motif; ctd.

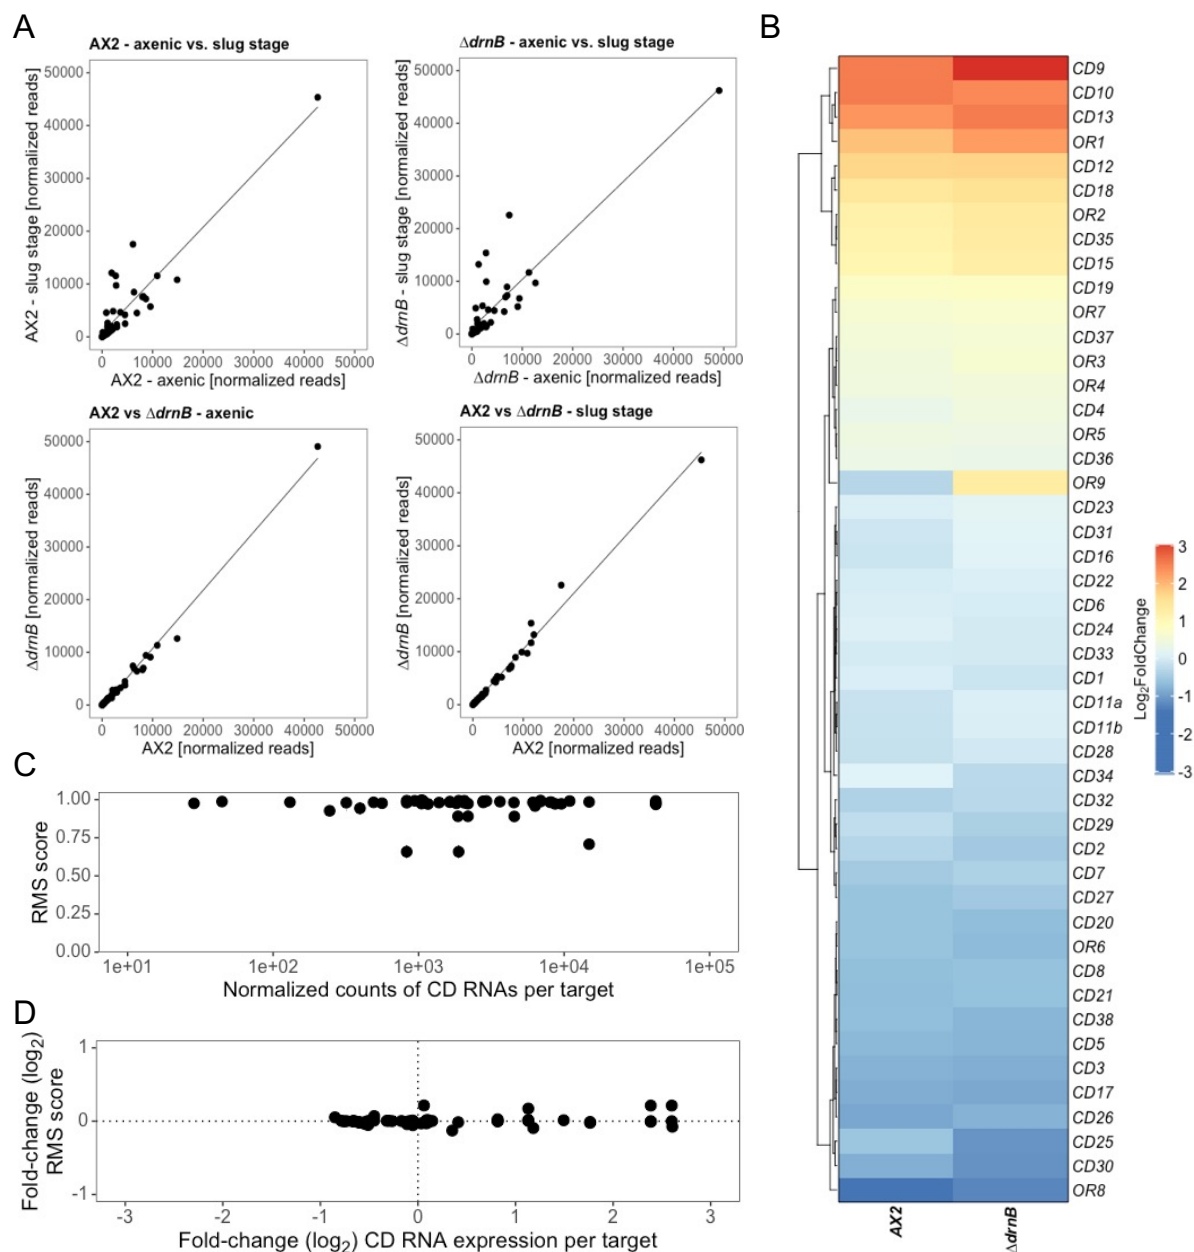

Figure S7. Analysis of box C/D snoRNA expression in axenic growth and development of the AX2 and $\Delta drnB$ strains, and the relationship to 2'-O methylation in rRNA. (A) 2D plots of DESeq2-normalized reads in AX2 and $\Delta drnB$ in axenic growth vs. slug stage (top) and in axenic growth or the slug stage of development of AX2 vs. $\Delta drnB$ (bottom). (B) Heatmap of $\log_2$ fold-change of box C/D snoRNA expression in the slug stage of development in the indicated strains. (C) 2D plot of $\log_2$ fold-change of box C/D snoRNA expression per target in development and $\log_2$ fold-change of the RMS score at all predicted methylation sites. (D) 2D plot of DESeq2-normalized counts of box C/D snoRNAs and RMS score at all predicted methylated sites.

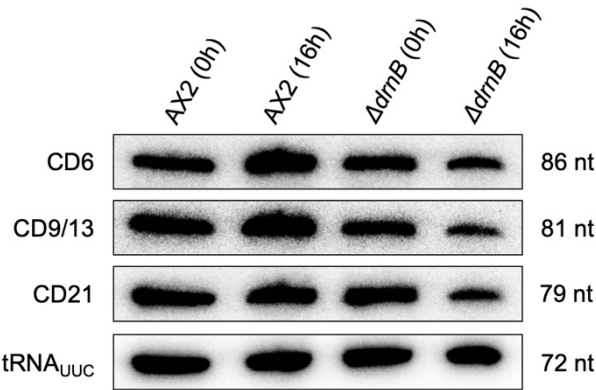

Figure S8. Northern blot analysis of selected box C/D snoRNA in axenic growth and development of the AX2 and $\Delta drnB$ strains. The experiment was performed for snoCD6, snoCD9/13, and snoCD21 on RNA isolated from AX2 and $\Delta drnB$ cells in axenic growth and after 16 hours of development. Due to their high sequence similarity, snoCD9 and snoCD13 could not be detected separately. Strains and developmental status are indicated above and the sizes of the tested CD RNAs are shown on the right. The tRNA_{UUC} was used as loading control.

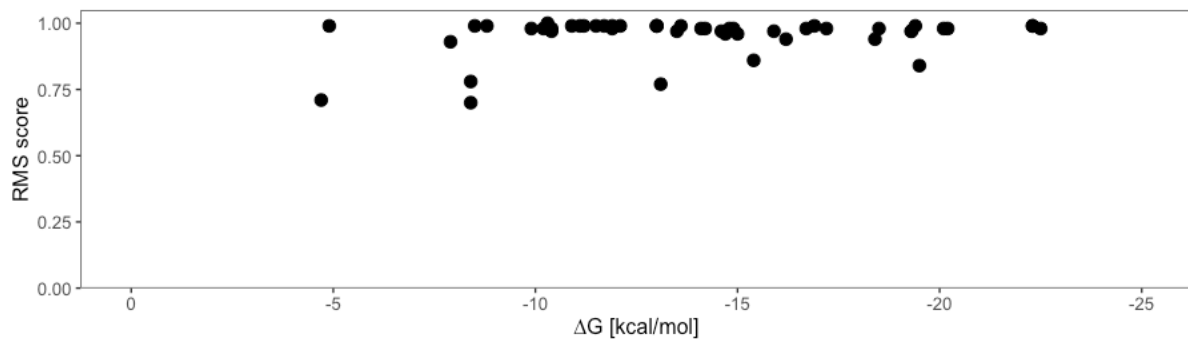

Figure S9. 2D plot of RMS score against MFE. Shown is the minimal free energy (ΔG in kcal/mol) and the RMS score of each CD RNA/rRNA interaction in *D. discoideum*.

Supplemental References

- 1 Liao, Z., Kjellin, J., Hoepfner, M. P., Grabherr, M. & Soderbom, F. Global characterization of the Dicer-like protein DrnB roles in miRNA biogenesis in the social amoeba Dictyostelium discoideum. *RNA Biol* **15**, 937-954, doi:10.1080/15476286.2018.1481697 (2018).
- 2 Wood, V. *et al.* The genome sequence of Schizosaccharomyces pombe. *Nature* **415**, 871-880, doi:10.1038/nature724 (2002).
- 3 Kupfer, D. M. *et al.* Introns and splicing elements of five diverse fungi. *Eukaryot Cell* **3**, 1088-1100, doi:10.1128/EC.3.5.1088-1100.2004 (2004).
- 4 Fair, B. J. & Pleiss, J. A. The power of fission: yeast as a tool for understanding complex splicing. *Curr Genet* **63**, 375-380, doi:10.1007/s00294-016-0647-6 (2017).
- 5 Dieci, G., Preti, M. & Montanini, B. Eukaryotic snoRNAs: a paradigm for gene expression flexibility. *Genomics* **94**, 83-88, doi:10.1016/j.ygeno.2009.05.002 (2009).
- 6 Neuveglise, C., Marck, C. & Gaillardin, C. The intronome of budding yeasts. *C R Biol* **334**, 662-670, doi:10.1016/j.crv.2011.05.015 (2011).
- 7 Swinburne, I. A. & Silver, P. A. Intron delays and transcriptional timing during development. *Dev Cell* **14**, 324-330, doi:10.1016/j.devcel.2008.02.002 (2008).

- 8   ftp://ftp.flybase.net/genomes/Drosophila_melanogaster/current/fasta/dmel-all-intron-r6.16.fasta.gz.
- 9   Malko, D. B., Makeev, V. J., Mironov, A. A. & Gelfand, M. S. Evolution of exon-intron structure and alternative splicing in fruit flies and malarial mosquito genomes. *Genome Res* **16**, 505-509, doi:10.1101/gr.4236606 (2006).
- 10   Grzybowska, E. A. Human intronless genes: functional groups, associated diseases, evolution, and mRNA processing in absence of splicing. *Biochem Biophys Res Commun* **424**, 1-6, doi:10.1016/j.bbrc.2012.06.092 (2012).
- 11   Lander, E. S. *et al.* Initial sequencing and analysis of the human genome. *Nature* **409**, 860-921, doi:10.1038/35057062 (2001).
- 12   Sakharkar, M. K., Chow, V. T. & Kanguane, P. Distributions of exons and introns in the human genome. *In Silico Biol* **4**, 387-393 (2004).
- 13   Yan, H., Dai, X., Feng, K., Ma, Q. & Yin, T. IGDD: a database of intronless genes in dicots. *BMC Bioinformatics* **17**, 289, doi:10.1186/s12859-016-1148-9 (2016).
- 14   Arabidopsis Genome Initiative. Analysis of the genome sequence of the flowering plant *Arabidopsis thaliana*. *Nature* **408**, 796-815, doi:10.1038/35048692 (2000).
- 15   Atambayeva, S. A., Khailenko, V. A. & Ivashchenko, A. T. Intron and exon length variation in *Arabidopsis*, rice, nematode, and human. *Molecular Biology* **42**, 312, doi:10.1134/S0026893308020180 (2008).

How the deposited data were processed for this re-analysis (not part of the article)

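RMS read ends of the 17S, 26S, 5.8S and 5S rRNA were measured in AX2 and ΔdrnB cells, each in axenic growth (0 h) and as slugs (16 h), with 3 libraries per group and 12 in all. The labels hold 1 entry per strain. The stage of each table was mapped by the tags in its column headings and not by its values. The tag 16 was read as the 16 h of the paper's slugs and the tag N as axenic growth. The 3 libraries of a group are said to come from triplicate cell cultures, and the columns carry barcodes but no replicate numbers, so numbers follow the order of the columns. No other columns of per-sample values were used.

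The counts of 5′ read ends, of 3′ read ends and of their sum per position were made by the authors from short fragments of alkaline-treated RNA, with cutadapt 2.0 and Bowtie2 2.3.4.1 according to the submitters' processing notes. They were deposited without normalization, and the barcode correction named in the Methods may already be part of them. The RMS score (score C), a fraction from 0 to 1 despite a column name that calls it a percentage, was deposited by the authors for each library. Its mean and SD per group, also deposited as a fraction by the authors, were recomputed: the deposited SD divides by the number of libraries, and the SD given here divides by 1 less. At a few positions the authors left out the 3′ read ends. Of 70644 values, 34 differ from the score recomputed from both read ends, 24 of them at sites of Table 1, and 2 of the changed values, at 17S-U1842, carry no mark in the tables.

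Scores were recomputed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with 6 flanking positions on each side (weights 1.0 to 0.5). A site was taken as methylated above 0.75, the paper's cutoff, and as fractional below 0.85, the value that the paper's Introduction uses for yeast. Groups were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with a trend) on the deposited scores of the 49 sites of Table 1, in 1 model with 4 groups, for 5 comparisons: the stages in each strain, the strains at each stage, and the difference of the stage effect between the strains. Benjamini-Hochberg adjustment covered the 49 sites of a comparison. Site groups were compared by permutation of sites (100000 resamples), and single sites by exact permutation tests of libraries. Energies of snoRNA and rRNA duplexes were computed with RNAduplex of ViennaRNA 2.7.2 at 37 °C from the strands printed in Supplementary Figs. S5 and S6.

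Before the data were examined, the sites to be named were fixed as those that the paper names, the sites without a guide, the 4 sites with the lowest mean and the 3 with the largest SD in each group, and the sites past the threshold in a comparison. 17S-A466, 26S-C3212, 26S-U2164, 26S-A1689, 26S-A2592, 26S-U2687, other sites with an unadjusted p under 0.05 or called by the quasi-Poisson model, 17S-U571 and positions outside Table 1 were named after their values were seen.

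Depth ran from 256762 read ends in ΔdrnB axenic replicate 3 to 26164478 in ΔdrnB axenic replicate 2. At the 49 sites the lowest mean of the flanking positions was 16.1 read ends in ΔdrnB axenic replicate 3 and 110 or more in each other library. Intervals for single libraries are exact Poisson intervals at 95% of the read ends at the site, with the flanks taken as fixed, and cover counting error only.

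The barcodes pair the libraries: the same barcode was used in both strains at a stage. Deviations from the group means over the 49 sites correlated between the libraries of each of the 6 barcodes, with r from 0.181 to 0.865. Over the 12 pairs of different barcodes r ran from -0.796 to 0.379, with a median of -0.304. Deviations cancel out within a group, so these pairs tend to be negative when pairs of the same barcode are positive. Models with the barcode as a block were fitted as alternatives, as a fixed term for the strains and the difference of the stage effects, and as a random term (correlation 0.397) for the stages.

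The model was tested on simulated data for ΔdrnB against AX2 in axenic growth, in 100 sets of 49 sites with 5 sites shifted. A shift of 0.05 was called in 31.4% of the shifted sites, 0.1 in 70.8%, 0.2 in 87.6% and 0.3 in 93.8%, and without a shift 5 of 4900 sites were called. In the sets with shifted sites, 13 of 4400 unshifted sites were called at 0.05, 30 at 0.1, 34 at 0.2 and 35 at 0.3. When 26S-A1463 itself, with its replicate SD pooled over the 4 groups, was shifted, it was called in 8 of 100 sets at 0.2 and in 15 at 0.3. Scores were drawn as independent normal values, without the correlation within barcodes and with the same SD in every group.

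Alternatives covered the cutoffs, the variance model, log2 and logit scales, the libraries in the model, each library left out, scores from both read ends, from 5′ or 3′ read ends alone and from 2 flanking positions, a quasi-Poisson model, medians, the folding temperature and the rRNA strand of the duplexes. The RNA-seq data of the paper were not used here, so its comparisons of snoRNA abundance with RMS scores were left out.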

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

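The tests of 26S-A1463 by replicate, of 5′ against 3′ read ends, of read ends by base and of the barcodes in this part were chosen after the values were seen.

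17S-A466 was higher in ΔdrnB than in AX2 in axenic growth and lower in slugs, and the ranges of the replicates lay apart at both stages. Its highest axenic ΔdrnB score was 1, from the shallow replicate 3, which held no read end there. The stage effect differed between the strains by 0.0590 in size (-0.0578 in ΔdrnB, 0.00125 in AX2), with an unadjusted p of 0.0110 and an adjusted p of 0.538 from limma, so the difference did not pass the threshold. 3 positions outside Table 1 had a mean RMS score above 0.75 in all 4 groups, though 0 of 5838 positions outside Table 1 were above 0.75 in every library. At 17S-U1186 the lowest group mean was 0.762, 11 of 12 libraries were above 0.75, and the mean score was 0.306 from 5′ read ends and 0.927 from 3′ read ends. At 17S-A1853, which lies 19 nt before the 3′ end of the 17S rRNA, the lowest group mean was 0.812, with 10 of 12 libraries above 0.75 and flanks of as few as 6.1 read ends in a library. The lowest group mean of 26S-C1983 was 0.784, with 9 of 12 libraries above 0.75, a score of 0.871 from 5′ read ends and of 0.294 from 3′ read ends. The paper does not report these 3 positions as methylated.

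26S-A1463 was low in replicates 2 and 3 of axenic ΔdrnB and not in replicate 1. Counting error was too small to explain this, since the upper bound of the counting interval was at most 0.460 in the low libraries and the lowest axenic AX2 score was 0.607. The barcode of replicate 1 would have raised the AX2 library that carries it, but this library differed from the other 2 by -0.0128, against 0.391 in ΔdrnB. Against replicate 1 being a library of another strain, its strain differences over the other 48 sites correlated with those of axenic replicate 2 (r = 0.496, permutation test, adjusted p = 0.0364 over 15 correlations) and of slug replicate 2 (r = 0.641). The shallow replicate 3 correlated past the threshold with neither replicate 1 (r = 0.121) nor replicate 2 (r = -0.0262) and decides nothing. The correlations could also come from separate pools of the strains. Such pools are inferred from the shared barcodes and are not described in the Methods, so this explanation stays open. A difference between the ΔdrnB cultures also stays open and was not tested.

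At A1463, 26S-G711 and 17S-A1469, scores from 3′ read ends were far below those from 5′ read ends of the same bond. Counting error of the 3′ read ends would leave their intervals reaching the 5′ score, but the interval lay below it in 11 of 12 libraries at each of the 3 sites. A general shortfall of the 3′ score would show at other sites, where the median gap was -0.0143. Partial methylation alone would lower both ends alike, and the smallest mean gap of the 3 sites was 0.428. What sets the 3′ read ends apart at these sites may be technical, since 3′ read ends were few in the flanks of A1463 and G711, and no biological explanation was tested.

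In the axenic libraries, 3′ read ends were fewer at A than at C relative to their flanks, by -0.639 ± 0.0592 on the log2 scale (SD, 3 barcodes, each the mean of both strains), and in slug libraries the difference was 0.0165 ± 0.119 (SD, 3 barcodes), which is 0.655 between the stages over 5442 positions (exact permutation test over barcodes, p = 0.1, the smallest that 3 against 3 allow). A change in RNA cleavage would show at the 5′ read ends of the same bonds, where the stages differed by 0.0399. Barcodes (3 per stage, each used in both strains) began with A in 6 of 6 axenic and with C in 6 of 6 slug libraries. The Methods report 3′ adaptors of uneven length. Adaptors lacking their first nucleotide are thus a candidate explanation, if the barcode starts the adaptor. It cannot be told apart from other differences in preparation between the stages. The 3′ read ends also differed between barcodes within a stage. At U in axenic replicate 1 the median was -0.323 in AX2 and -0.412 in ΔdrnB, against -0.00524 and -0.0163 in replicate 2. A first nucleotide shared within a stage does not account for such differences. At the 10 sites followed by C the 3′ score was lower in slugs by -0.0906 on average, but A1469 and G711, whose low 3′ scores prompted this comparison, carry this mean, and the other 8 had -0.0355 against 0.00114 at 39 sites followed by another base (permutation test, p = 0.148) and -0.0429 at the 12 followed by A, where this explanation needs a higher score. The deposited scores of sites followed by C differed little from the rest (0.00549 against 0.00276, permutation test, p = 0.820).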

How the results depend on the processing

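The settings that use 5′ or 3′ read ends alone for the numbers of sites and for the fractional sites, those for the numbers of sites in the 3 groups other than axenic AX2, and the one that leaves out both ΔdrnB libraries with the highest A1463 score, were chosen after the data were seen. The last picks libraries by their A1463 score, so its calls are no independent test of A1463. Of 506 alternative values, 448 kept their direction and side of the threshold or their level, 2 were weaker, 15 stronger, 26 moved and 15 reversed. The cause was not tested unless given.

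The number of sites past the threshold was 0 in all 5 comparisons with limma and kept that value in 79 of 90 alternatives. For AX2 slugs against axenic cells it was 2 only with those libraries left out, and for the strains as slugs 1 only there. For ΔdrnB slugs against axenic cells it was 1 on the log2 scale, 1 on the logit scale, 8 with the quasi-Poisson model and 1 with those libraries left out, and 0 to 1 with each library left out in turn (1 without ΔdrnB axenic replicate 1, A1463, and 1 without replicate 2, A466). For the strains in axenic growth it was 1 with the quasi-Poisson model, 1 with those libraries left out and 0 to 1 with each library left out (1 without ΔdrnB axenic replicate 1, where the A1463 difference was -0.329). The difference of the stage effects stayed at 0 in 22 of 22 alternatives. The planned replicate block was run with the barcode, since the columns carry barcodes and no numbers. With the barcode as a block the counts were 0 in all 5 comparisons and the pairing changed no call. As all 4 groups enter the difference of the stage effects, a model of only the groups compared was not run for it.

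Some signs reversed. At A1463 the strain difference in slugs (-0.131) was 0.0329 with 3′ read ends alone, and the difference of the stage effects was -0.0710 on the log2 scale, -0.221 with the quasi-Poisson model and -0.00865 to 0.198 with each library left out (lowest without ΔdrnB slug replicate 1). A466 in AX2 slugs against axenic cells (0.00125) was -0.0137 on the log2 scale, -0.0172 on the logit scale, -0.00379 with 5′ and -0.00374 with 3′ read ends alone, -0.00255 with 2 flanks, -0.173 with the quasi-Poisson model and -0.0113 to 0.0117 with each library left out. C3212 between the stages of ΔdrnB (0.0561) was -0.0473 with 5′ read ends alone. D box against D′ box sites gave 0.00448 with medians and 0.00139 without the fractional sites, which removes the lowest scores, and -0.0451 to -0.0274 with each library left out, with p = 0.0408 (permutation test) without AX2 axenic replicate 1. Conserved against specific sites gave 0.00937 with medians and 0.00324 without the fractional sites. The fractional sites of axenic AX2 cells numbered 7 with 3′ read ends alone. In AX2 slugs (4) they numbered 12 with 3′ read ends alone and 7 with scores recomputed from both read ends, and in ΔdrnB slugs (5) 11 with 3′ read ends alone and 8 with 2 flanks. The positions outside Table 1 numbered 3 by group means in place of every library. The scores of the 4 fractional sites moved in 9 of 28 alternatives.

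The 6 libraries of a pair comparison can be split in 10 ways, the real one included, too few for a share under 0.05. The real count was 0 in each, and the highest other count 0 for AX2 between stages, 1 for ΔdrnB between stages, and 0 for the strains in axenic growth and as slugs. For the difference of the stage effects, 100 of 100 splits gave at least the real 0 (highest other 2), which a count of 0 fixes beforehand, so the splits decide nothing. Depth limits ΔdrnB axenic replicate 3 most.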

Differences from the paper's values

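No count or mean set beside the paper differed by more than 1.5 times under the main settings. The counts and the A1463 means rest on the authors' own scores at the authors' own sites, so their closeness is no independent test. The paper's text gives 17 and 32 positions for the 17S and 26S rRNA. Of these sites of Table 1, 16 and 30 were above 0.75 by the mean of axenic AX2 cells. Over all positions of the 17S and 26S rRNA, 20 and 31 were above 0.75 in axenic AX2 cells, and 20 and 34 in AX2 slugs. The other counts given here are of Table 1 sites. With a cutoff of 0.70, and without AX2 axenic replicate 1, the 17S count was 17, and no setting that was run for axenic AX2 gave 32 for the 26S rRNA. In AX2 slugs, 17 and 32 sites of Table 1 were above 0.75 by the mean under the main settings, with 17S-A1469 at 0.7506 and 26S-G711 at 0.752. The slug counts were 16 and 32 with scores recomputed from both read ends, 15 and 32 without AX2 slug replicate 1, 17 and 32 without replicate 2, 16 and 31 without replicate 3, and 15 and 30 with a cutoff of 0.80. The hypomethylated positions number 2 and 2 in the paper and 2 and 2 here, with 4 in the 26S rRNA at a cutoff of 0.90 and with 2 flanking positions. The paper's mean duplex energy is 13.9 kcal/mol below 0 and the recomputed mean is 14.6 kcal/mol below 0. The paper gives duplex lengths of 7 to 15 bp around 11, and the duplexes folded here had 6 to 14 base pairs with a median of 11. The means of A1463, about 0.64, about 0.78, about 0.44 and about 0.65 in Supplementary Fig. S4C, read by eye, match the values given here.

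The paper states that 26S-A1463 differs between the axenic strains and between the stages in both strains. The text of the paper names no test for RMS scores. The directions were the same here in the means, but limma passed the threshold in none of these comparisons with all 12 libraries (adjusted p = 0.828 for the strains in axenic growth, 0.915 for the stages in AX2 and 0.352 in ΔdrnB; A1463 had no unadjusted p under 0.05, and the quasi-Poisson model called it in 0 of them). The model had little power at this site. In simulated data for the axenic strains, a shift of A1463 by 0.2 was called in 8 of 100 sets and one by 0.3 in 15. The missing calls therefore do not speak against the paper's statement. Of the planned settings, leaving out ΔdrnB axenic replicate 1 calls A1463 for the axenic strains (adjusted p = 0.00765) and for the stages of ΔdrnB (adjusted p = 0.00547). No planned setting calls it for the stages of AX2 (lowest adjusted p = 0.211, from limma on only the AX2 groups). One further setting, chosen after the A1463 scores were seen, leaves out both ΔdrnB libraries with the highest A1463 score. It calls A1463 for the axenic strains (adjusted p = 2.84e-05), for the stages of ΔdrnB (0.000607) and AX2 (0.0228), and for the strains as slugs (0.00252), and 26S-C3212 for the stages of AX2 (0.0243). For the comparisons with ΔdrnB it removes libraries by the score it then tests, so those values are not evidence for a difference at A1463. For the stages of AX2 it removes no library compared. There the difference stayed at 0.143 and the standard error fell from 0.0975 to 0.02945. That setting was still chosen after the scores were seen, so its adjusted p for AX2 is no independent test.

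The Methods state that the barcodes of a triplicate carry different 5′ ends. The first nucleotide of the barcodes in the column headings is the same within a stage, A in 6 of 6 axenic and C in 6 of 6 slug libraries (3 barcodes per stage). Whether this nucleotide is the 5′ end of the adaptor was not checked. Scores at 17S-G1589 were changed only in axenic replicate 1 of both strains, and those at 26S-G3124 only in slug replicates 2 and 3 of both. Such changes differed between the barcodes of a stage, which goes with the Methods. The Methods describe corrections that leave out 3′ read ends; 33 of 34 changed scores fit that description, and the score of 17S-U1842 in AX2 axenic replicate 2 does not equal its 5′ score (0.804 against 0.884). It is the score of 17S-G1589 in the same library to the last deposited digit, while the read ends at U1842 give 0.723. With that value the mean of U1842 in axenic AX2 cells is 0.8045 in place of 0.831, above 0.75 with either, so no count changes.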

Other observations

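All tests in this part were chosen after the data were seen.

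By the offset of 5 nt between 17S-U1264 and its yeast counterpart in Table 1, 17S-U1186 stands at position 1191 of yeast 18S rRNA, which in yeast carries a hypermodified pseudouridine rather than a ribose methylation. The sequence around U1186 is UUAAUUUGACUCAACUCGGGA, from 1176 to 1196, and its RMS score was 0.814 ± 0.0300 in axenic AX2 cells, 0.795 ± 0.0319 in AX2 slugs, 0.810 ± 0.0558 in axenic ΔdrnB cells and 0.762 ± 0.0608 in ΔdrnB slugs (SD, n = 3 each).

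The shared deviation of the libraries of one barcode was largest in slugs, with up to 0.187 at 26S-C3292, 0.164 at 17S-G1589 and 0.134 at 26S-G1686. Pairing the libraries by barcode gave a higher summed correlation than any of the other pairings (1 of 36, exact permutation test, one-sided, p = 0.0278).

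The strain differences of single replicates over 48 sites, leaving out 26S-A1463, correlated in some pairs of replicates across stages. Of 9 pairs across stages, 3 passed the threshold. Slug replicate 2 correlated with axenic replicate 1 (r = 0.641, permutation test, adjusted p = 0.00533) and with axenic replicate 2 (r = 0.636, adjusted p = 0.00533), and slug replicate 3 with axenic replicate 2 (r = 0.576, adjusted p = 0.0180). Slug replicate 2 did not pass the threshold with axenic replicate 3 (r = -0.0164, adjusted p = 0.906). Sites are not independent replicates.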
